# Landscape and evolution of tissue-specific alternative polyadenylation across *Drosophila* species

**DOI:** 10.1186/s13059-017-1358-0

**Published:** 2017-11-30

**Authors:** Piero Sanfilippo, Jiayu Wen, Eric C. Lai

## Abstract

**Background:**

*Drosophila melanogaster* has one of best-described transcriptomes of any multicellular organism. Nevertheless, the paucity of 3′-sequencing data in this species precludes comprehensive assessment of alternative polyadenylation (APA), which is subject to broad tissue-specific control.

**Results:**

Here, we generate deep 3′-sequencing data from 23 developmental stages, tissues, and cell lines of *D. melanogaster*, yielding a comprehensive atlas of ~ 62,000 polyadenylated ends. These data broadly extend the annotated transcriptome, identify ~ 40,000 novel 3′ termini, and reveal that two-thirds of *Drosophila* genes are subject to APA. Furthermore, we dramatically expand the numbers of genes known to be subject to tissue-specific APA, such as 3′ untranslated region (UTR) lengthening in head and 3′ UTR shortening in testis, and characterize new tissue and developmental 3′ UTR patterns. Our thorough 3′ UTR annotations permit reassessment of post-transcriptional regulatory networks, via conserved miRNA and RNA binding protein sites. To evaluate the evolutionary conservation and divergence of APA patterns, we generate developmental and tissue-specific 3′-seq libraries from *Drosophila yakuba* and *Drosophila virilis*. We document broadly analogous tissue-specific APA trends in these species, but also observe significant alterations in 3′ end usage across orthologs. We exploit the population of functionally evolving poly(A) sites to gain clear evidence that evolutionary divergence in core polyadenylation signal (PAS) and downstream sequence element (DSE) motifs drive broad alterations in 3′ UTR isoform expression across the *Drosophila* phylogeny.

**Conclusions:**

These data provide a critical resource for the *Drosophila* community and offer many insights into the complex control of alternative tissue-specific 3′ UTR formation and its consequences for post-transcriptional regulatory networks.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1358-0) contains supplementary material, which is available to authorized users.

## Background

For the past century, *Drosophila melanogaster* has served as one of the premier metazoan model organism systems, and its practitioners have been at the forefront for advancing genetic tools and genomic knowledge. Accordingly, this species has one of the best-understood transcriptomes of any animal species. During the course of large-scale studies such as the Berkeley *Drosophila* Genome Project, the modENCODE project, and allied community efforts, various technologies were employed to catalog *Drosophila* gene expression with progressively deeper profiling and more exacting and precise resolution. These include cDNA sequencing [1], gene and whole genome microarrays [2, 3], mRNA-sequencing [4–6], total RNA-sequencing [7, 8], and small RNA sequencing [9, 10], which have now been applied to hundreds of tissue and cell samples, mutant conditions, and/or environmental perturbations. The numbers of non-coding transcripts, especially of small regulatory RNAs and testis lncRNAs, have changed dramatically over the years. The numbers of protein-coding gene loci have also increased to some extent, but the diversity in the conventional transcriptome has mostly come from the appreciation of isoform diversity. This can come from processes such as differential promoter usage [11–13], alternative forward splicing [4, 14], back splicing [7], and alternative polyadenylation (APA) [6]. Moreover, these processes can act combinatorially to diversify transcript output from a given locus.

While RNA-sequencing (RNA-seq) provides tremendous depth and insight into the transcriptome, due to the nature of underlying strategies for library preparation, general RNA-seq methods are deficient in resolving transcript termini [15]. To some extent, this can be remedied by custom algorithms for interpreting RNA-seq data [16], but specialized methods for sequencing 5′ and 3′ transcript termini are ultimately needed to gain requisite information. In *Drosophila*, a substantial amount of CAGE-sequencing across developmental and tissue samples has been performed to annotate transcription start sites [11–13]. On the other hand, despite the appreciation of pervasive alternative 3′ end usage in *Drosophila*, including broad patterns of tissue-specific APA [6, 17], a broad compendium of deep 3′-sequencing (3′-seq) data across tissues is still lacking in this species. The application of 3′-seq approaches in diverse other organisms has been invaluable not only for defining transcript termini precisely, but for revealing unexpected APA trends [18]. However, available 3′-seq data for *Drosophila* have only begun to emerge recently, and these sample limited tissue settings [19, 20].

3′ Untranslated regions (3′ UTRs) are predominant mediators of post-transcriptional regulation, and the phenomenon of APA can render such regulation conditional upon developmental stage, tissue type, physiological status, environmental state, and so forth [18, 21]. For example, there are several locations of broad, tissue-specific deployment of tandem polyadenylation sites within 3′ UTRs. These include the usage of many distal sites in the nervous system of invertebrates and vertebrates, and the usage of many proximal sites in gonads, including in *Drosophila* and mammalian testis, and in zebrafish ovary [6, 17, 22, 23]. Given that 3′ UTRs are the main hub for post-transcriptional regulation, APA has a broad impact on the regulation and function of the affected transcripts [24]. Since the expression of different 3′ UTR isoforms is influenced by cellular [25], tissue [26], and developmental state [27] and dysregulated in disease [28], APA collectively has broad consequences on gene regulation and biology.

In this study, we complete a missing aspect of the *D. melanogaster* transcriptome resource with a deep and broad compendium of 3′-seq data across a timecourse of embryogenesis, multiple adult tissues, and a panel of cell lines, yielding a catalog of ~ 62,000 confident termini of polyadenylated transcripts. Analysis of these tissues covers the majority of described APA diversity and permits discovery of a wealth of novel transcript isoforms, despite recent intense profiling of the *Drosophila* transcriptome [8]. We find evidence of APA for two-thirds of all genes and report novel tissue-specific expression of 3′ UTR isoforms for thousands of genes. We broadly extend the finding that head and testis exhibit characteristic APA patterns, and identify the ovary as a new setting for 3′ UTR shortening in *Drosophila*. Our 3′ UTR revisions serve as the basis of revising the catalogs of conserved miRNA and RNA binding protein sites, which can be subject to alternative regulation. As it is unknown to what extent Drosophilid patterns of tissue-specific APA are under constraint, we generated extensive developmental and tissue-specific 3′-seq datasets from close (*Drosophila yakuba*) and distant (*Drosophila virilis*) fruit fly relatives. Comparison of tissue-specific patterns of 3′ UTR expression between species shows conservation of expression of long 3′ UTR isoforms in head and suggests a faster rate of evolution for testis-specific events. Finally, we present a deep analysis of pA site conservation between species and provide broad empirical evidence that *cis*-element changes play determinant roles in the evolution of patterns of pA site usage and 3′ UTR isoform expression.

Overall, these comprehensive, multi-species 3′ UTR and regulatory site annotations provide an invaluable resource for the *Drosophila* community and yield diverse insights into the breadth and evolution of post-transcriptional regulatory networks across this key model organism clade.

## Results

### Atlas of polyadenylated termini across *D. melanogaster* development, tissues, and cell lines

To assess the landscape of 3′ UTR isoforms in *D. melanogaste*r, we initially generated parallel total RNA sequencing (RNA-seq) and 3′-sequencing (3′-seq) data from dissected female heads, ovaries, and testes, a compact set of tissues that efficiently samples both transcript [5] and 3′ UTR diversity [6]. 

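Each tissue contributed 1 3′-seq library and 1 total RNA-seq library prepared from the same RNA samples, so that differences between tissues and between assays have no replicate check here. The authors mapped the reads to the dm6 genome, counted them with featureCounts on gene models that include their 3′ UTR extensions, and deposited the raw counts of 13458 genes without normalization. The RNA-seq reads were mapped with HISAT2, and the paper's text does not name the options used for counting. In the 3′-seq libraries, 14148906 reads were counted on genes in head, 15693295 in ovary, and 8713346 in testis. The RNA-seq libraries held 36799288, 66969674, and 23089872 counted reads, respectively. A count of 0 allows up to 3 counts, which correspond to 0.320 RPM in the 3′-seq library of head, 0.264 RPM in that of ovary, and 0.636 RPM in that of testis. Such floors, and the intervals given with shares of reads, cover counting error only, since reads amplified by PCR are not independent molecules. RPM values were calculated from the counts with trimmed mean of M-value (TMM) factors from edgeR, separately for the 3′-seq and the RNA-seq libraries. The factors of the 3′-seq libraries were 0.662 for head, 0.724 for ovary, and 0.541 for testis, and values scaled to the library total alone are lower by these factors.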

3′-Seq data identify sites of cleavage and polyadenylation (CPA) at nucleotide resolution via reads that exhibit untemplated stretches of adenosines (As) at their 3′ termini, thereby indicating polyadenylation at the cleavage site.

To evaluate whether our 3′-seq data reported gene expression quantitatively, we compared gene expression values obtained from the two sequencing methodologies. Plotting the normalized numbers of total RNA-seq reads and 3′-seq reads mapped to individual gene models revealed strong linear concordance over 4 orders of magnitude (*R* ^2^ = 0.81–0.85) between the datasets for each tissue type (Fig. 1a; Additional file 1: Figure S1). 

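Across the genes with at least 1 RPM in both assays, Pearson's r between log2 RPM in 3′-seq and in RNA-seq was 0.842 in head (8797 genes), 0.827 in ovary (7095 genes), and 0.853 in testis (9887 genes). These are correlations across the genes of a pair of libraries, and genes are not independent replicates. The squared correlations were 0.708 in head (95% bootstrap interval over genes, 0.696–0.721), 0.684 in ovary (0.669–0.699), and 0.727 in testis (0.716–0.738). Spearman's rho was 0.835, 0.786, and 0.849 in the same order. The choice that moved these values most was to keep all 13458 genes with a pseudocount of 1 RPM, which gave squared correlations of 0.874 in head, 0.902 in ovary, and 0.848 in testis. Libraries of different tissues were compared across the assays in the same way in all 3 species. The mean r was 0.820 for libraries of the same tissue and 0.315 for libraries of different tissues, whose r ranged from 0.164 to 0.422. The matched assignment gave the highest mean r of all assignments of RNA-seq libraries to tissues within species (exact permutation test, one-sided, p = 0.00463, the smallest it can give). D. melanogaster alone has 6 assignments, of which the matched one was again the highest (exact permutation test, one-sided, p = 0.167, the smallest that 6 can give). The paper takes this concordance as its check that 3′-seq reports gene expression quantitatively.

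**Figure D1:**
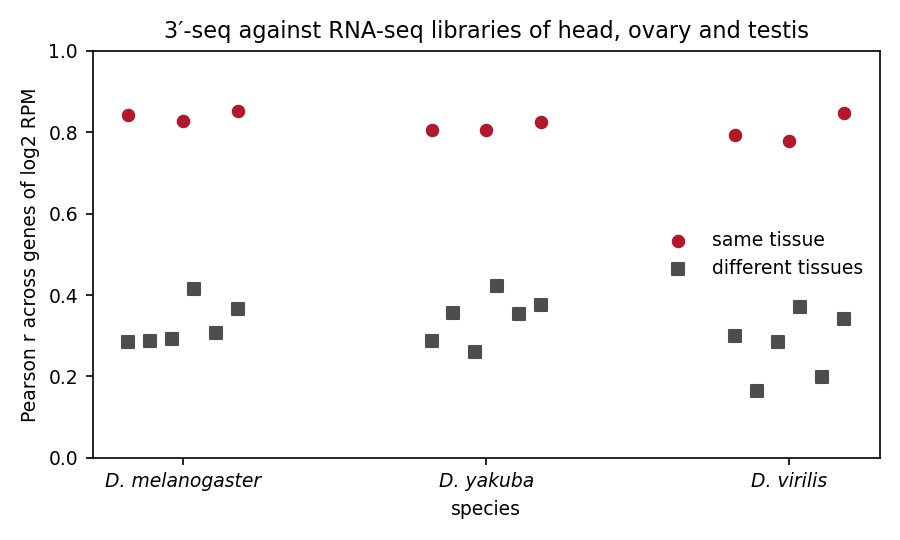
Pearson's r across genes between log2 RPM in 3′-seq and log2 RPM in RNA-seq, for each pair of head, ovary, and testis libraries of a species. In D. melanogaster, libraries of the same tissue have r of 0.827 to 0.853, and libraries of different tissues have r of 0.284 to 0.415.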

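In D. melanogaster, the deposited 3′-seq counts cover 23 libraries, each the only library of its condition. The 7 adult libraries, which include female and male whole flies and carcass (flies without the head and the gonads), held between 1519235 and 15693295 reads counted on genes, with a median of 10024870. The 10 cell lines, named GM2, mbn2, L1, BG3, D16-c3, D4, D32, D20, OSS, and S2R+, held between 477958 and 9793900 counted reads, with a median of 3577879. The 6 embryo libraries held between 42379 and 5546261 counted reads, with a median of 3153952.5. The lowest total belongs to the 45′–90′ embryos, in which the floor of 3 counts corresponds to 35.8 RPM. The floor of BG3 cells, the next shallowest library, was 4.52 RPM, and the median floor over the 23 libraries was 0.636 RPM. The authors made the counts of these libraries as for head, ovary, and testis, and all 23 were scaled together to RPM here.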

With these confirmations in hand, we extended our analysis by generating additional 3′-seq data from whole adult flies and carcass, an embryonic timecourse (0–45′, 45′–90′, 90′–6 h, 6–12 h, 12–18 h, and 18–24 h), and a panel of ten cultured cell lines (Additional file 2: Table S1). We used principal components analysis (PCA) of the 3′-seq libraries and comparable RNA-seq datasets (Additional file 2: Table S1) to visualize both the overall concordance of these data types and the diversity of these libraries (Additional file 1: Figure S2).

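The principal components were calculated from the 23 3′-seq and the 3 RNA-seq libraries of D. melanogaster, over the 11956 genes with at least 1 RPM in at least 3 libraries, as log2 of RPM plus 1 and centred per gene. The modENCODE RNA-seq data were not used here, and the tables of the assays were scaled separately before they were joined. The first component held 27.1% of the variance (95% bootstrap interval over genes, 26.6–27.7), the second 21.7%, and the third 9.78%. Scaling each gene to unit variance moved the share of the first component most, to 21.1%. The testis libraries of both assays had the highest scores on the first component, 235.8 in 3′-seq and 215.5 in RNA-seq, and the 45′–90′ embryos the lowest, at −109.3. On the second component, the testis libraries lay at 193.6 and 200.3 and the female carcass library at −143.8. Among all other libraries, each RNA-seq library had its highest Pearson's r across these genes with the 3′-seq library of its own tissue, at 0.922 for head, 0.943 for ovary, and 0.906 for testis.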

**Fig. 1:**
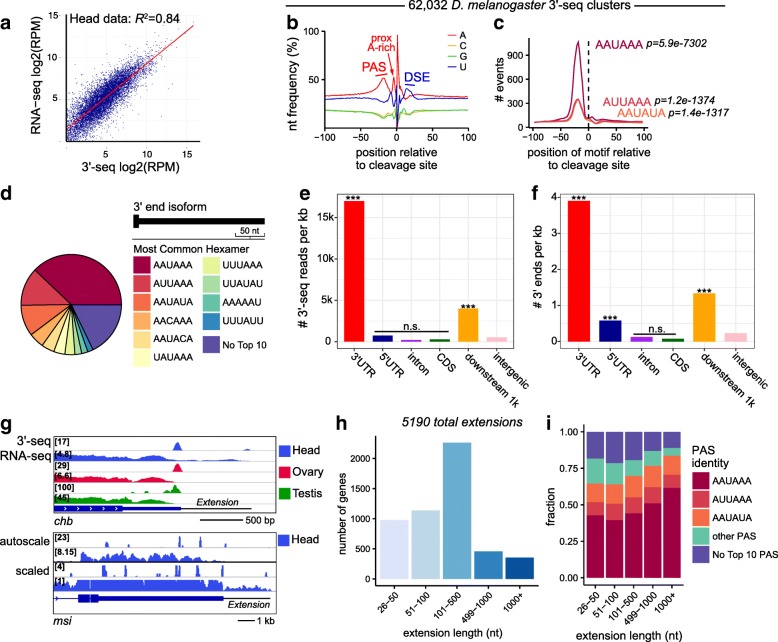
Properties of the *D. melanogaster* 3′-seq atlas. **a** 3′-Seq is a quantitative measure of gene expression. Correlation of gene expression measurements derived using either RNA-seq or 3′-seq of matched female head samples. Pearson correlation coefficient is reported. *Red line* represents linear regression fit. **b** 3′-Seq-derived 3′ ends are aligned around the predicted cleavage site and the nucleotide distribution around putative cleavage site is plotted (centered at 0). Percentages of each of four nucleotides in a window of 200 bp centered at the cleavage site are shown. Location of A-rich PAS and U-rich downstream sequence element are shown as well as insect-specific A-rich sequence ~ 5 nucleotides upstream of the cleavage site. **c** Positional enrichment of the top three hexamers found in a ±100-nucleotide window around cleavage sites. **d** De novo derivation of most represented hexamers in a 50-nucleotide window upstream of 3′-seq-derived 3′ end positions in terminal 3′ UTRs. **e, f** Distribution of 3′-seq reads (**e**) and derived 3′ end sites (**f**) onto existing genomic features in the *D. melanogaster* annotation (r6.12). Statistical significance test of each region against intergenic space was performed by determining total number of reads (**e**) or 3′ ends (**f**) in each region relative to their proportion of base frequencies, which was assessed by binomial tests. *** p < 0.0005; n.s. p > 0.05. **g** Examples of 3′ end extensions of current FlyBase r6.12 gene models. RNA-seq and 3′-seq IGV tracks are shown in autoscale. A head-specific extension is evident for *chb*. An additional set of scaled tracks is shown for *msi*, to highlight the low, but discrete, expression of its extension which terminates with a defined 3′-seq cluster. **h** Barplot summarizing the numbers of 3′ UTR extensions of FlyBase r6.12 gene models that were made on the basis of downstream 3′-seq clusters connected by RNA-seq evidence. **i** Quality of PAS motifs associated with novel 3′ UTR extensions to FlyBase r6.12 gene models. A higher frequency of AAUAAA is observed at the most distal extensions

Collectively, these 3′-seq libraries comprise ~ 200 million mapped reads from which we could call polyadenylation (pA) sites. 

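Table S1 of the paper lists 194360631 mapped reads over the 23 D. melanogaster 3′-seq libraries. Of these, the deposited counts assign 133811031, or 68.8%, to gene models. The counted share of mapped reads ranged from 51.1% in D4 cells to 80.2% in female whole flies, with a median of 71.5%. By the paper's Table S1, the adult libraries have 97971061 mapped reads, the cell lines 69336686, and the embryos 27052884. The 45′–90′ embryo library has 59109 mapped reads among 944983 raw reads in that table, and 4.48% of its raw reads were counted on genes.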

Importantly, a strong majority (78%) of the reads mapped onto known 3′ UTRs (Additional file 1: Figure S3). This provides clear indication of the quality of these libraries as reflecting termini of messenger RNA. 

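At least 1 read was counted in at least 1 of the 23 3′-seq libraries for 12477 of the 13458 genes in the count table, or 92.7% (95% Wilson interval, 92.3–93.1). A level of at least 1 RPM in at least 1 library was reached by 12323 genes, or 91.6% (91.1–92.0). Scaling to the mapped reads of Table S1 in place of TMM gave 12243 genes. Leaving out genes inside another gene on the same strand, a choice made after the data were seen, moved the share most, to 96.5% (11007 of 11409 genes). Of the 981 genes with no read in any 3′-seq library, 903 had none in the 3 RNA-seq libraries either. At least 648 of the 981 lie inside another gene on the same strand, and 99.5% of all 651 such genes had no RNA-seq read. For these genes, the 2 assays may share a loss in counting, so that their match is no sign of silence. The number of genes with a read ranged from 5277 in 45′–90′ embryos to 11825 in male whole flies and rose with log10 of the counted reads. Over the 23 libraries, Pearson's r was 0.834 and Spearman's rho 0.836, each with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Without the 2 libraries farthest from the median depth, the 45′–90′ embryos and BG3 cells, r was 0.771 (permutation p = 7e-05). Within the 10 cell lines r was 0.839 (permutation p = 0.00254), and within the 7 adult libraries 0.775 (permutation p = 0.0348). Counting genes with at least 3 reads gave r of 0.879 (permutation p = 1e-05) over the 23 libraries. Counting genes at 1 RPM gave 0.705 (permutation p = 0.00012). Without the same 2 libraries these were 0.720 (permutation p = 0.00027) and 0.519 (permutation p = 0.0154). The p-values are not adjusted.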

In aggregate, these samples allowed us to capture > 97% of all *Drosophila* genes annotated in *D. melanogaster* (r6.12), with 83% of all genes expressed at a minimum of 1 RPM in at least one library. We identified pA sites using reads bearing segments of untemplated poly(A). We filtered pA sites with downstream A-rich stretches of nucleotides to minimize potential sites of internal priming, and called dominant pA events when the events fell within 25 nucleotides of each other [29]. We report here pA sites that are supported by at least three distinct reads amongst all libraries. In total, we confidently identify 62,032 pA sites (Additional file 3: Table S2; Additional file 4), of which ~ 40,000 are novel with respect to FlyBase annotation (r6.12). Therefore, our 3′-seq datasets provide comprehensive data on the landscape of 3′ end formation across the *Drosophila* transcriptome.

The CPA machinery recognizes specific *cis*-regulatory motifs and sequence context to determine sites of 3′ end formation, most notably the core polyadenylation signal (PAS; AAUAAA and other rarer variants) usually located 10–40 nucleotides upstream of the cleavage site, and a U-rich downstream sequence element (DSE) in the ~ 20 nucleotides following the cleavage site [30]. We examined the sequence composition surrounding pA sites in our atlas, and observed strong enrichment of characteristic A-rich upstream PAS and U-rich DSE in the appropriate sequence ranges with respect to cleavage sites (Fig. 1b). Interestingly, we also observe a distinct A-rich sequence immediately upstream (< 5 nucleotides) of the cleavage site (Fig. 1b). This feature was previously noted from analysis of fly and mosquito 3′ ends derived from EST data [31–33], but has not subsequently been observed in any of the many other organisms analyzed by 3′-seq [30]. We performed de novo motif searches in a ± 100-nucleotide window surrounding the ~ 62,000 cleavage sites, and observed overwhelming enrichment of canonical PAS and variant signals peaking at the −20-nucleotide position (Fig. 1c). The distribution of most common motifs in the 50-nucleotide window upstream of ends mapping to 3′ UTRs is shown in Fig. 1d. Interestingly, the order of the top four motifs (AAUAAA > AUUAAA > AAUAUA > UAUAAA) is the same as earlier reported from *Drosophila* EST analysis [32, 33]. Although the dominance of AWUAAA hexamers was expected, the usage of AAUAUA as the functional PAS in ~ 10% of *Drosophila* 3′ termini was notable, since it was not observed as a substantial PAS variant in deep sequencing of 3′ ends from *Caenorhabditis elegans* [34] or human [35].

Taken together, the sequence and motif properties validate the legitimacy of our 3′ termini maps and highlight idiosyncrasies of insect 3′ termini. Overall, these data permit high quality, nucleotide resolution, quantitative identification of the 3′ ends of polyadenylated RNAs, and the breadth and depth of our atlas comprises the most comprehensive such catalog of pA sites in *D. melanogaster* to date.

### 3′-Seq atlas broadly extends *D. melanogaster* gene annotations and isoforms

We examined the properties of our 3′-seq atlas in further detail. Interestingly, amongst the population of apparent intergenic raw 3′-seq reads, a disproportionate fraction of them mapped on the sense strand downstream of existing gene models. For example, more raw 3′-seq reads mapped to the sense strand 1 kb downstream of FlyBase r6.12 gene models than to either strand of the remainder of intergenic space (Additional file 1: Figure S3) and this enrichment was enhanced when we consider the positional enrichment of our 3′ end calls (Additional file 1: Figure S3). This was even more striking when normalizing for the disparate size of these genomic compartments (Fig. 1e, f; *p* ≈ 0, binomial test). This reflects that the genomic region immediately downstream of protein-coding genes contains a smaller number of higher-expressed poly(A) sites whereas total intergenic space contains many more marginally expressed 3′-seq clusters. Although the *D. melanogaster* transcriptome has arguably been quite thoroughly annotated via the modENCODE project [5, 36], these observations suggested that the most distal 3′ ends of many protein-coding genes might still remain under-annotated.

In order to assign these putative 3′ ends to upstream transcription units, we leveraged RNA-seq as additional evidence to aid in attributing the ends. Briefly, we assembled gene models de novo using isoSCM [16], and required that the sequence between the end of the annotation and the 3′-seq cluster have continuous RNA-seq evidence with any gaps < 100 bp. For example, *chb* shows extensions of its model by ~ 850 nucleotides, as evidenced by both 3′-seq and RNA-seq signals in samples from heads (Fig. 1g).

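The gene chb lies on chromosome 3L of dm6 from 21172853 to 21183278, on the plus strand, and 17.8% of its span is shared with another gene on the same strand. Table S3 of the paper gives it an extended terminal 3′ UTR of 1463 nt that ends at 21184072. In head, 868 3′-seq reads were counted on chb, or 92.7 RPM, and 5299 RNA-seq reads, or 135 RPM. Among the 9189 genes with at least 1 RPM in the 3′-seq library of head, this level is at the 74.4th percentile. Across the 23 3′-seq libraries, chb ranged from 50.3 RPM in 6–12 h embryos to 687 RPM in testis. Gene counts add up all 3′ UTR isoforms, so the reads on the extension itself were not analysed here.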

Remarkably, we identify 5190 *D. melanogaster* r6.12 gene models whose 3′ termini can be extended by > 25 nucleotides, and nearly a thousand of these can be extended by > 500 nucleotides (Fig. 1h). In total, this adds ~ 1.6 Mb to the transcriptome of protein-coding genes. The majority of these novel extension events, especially the distant extensions, represent minor isoforms in terms of bulk transcript. For example, the novel long 3′ UTR extension of the gene *msi* represents < 1% of total *msi* transcript in head (Fig. 1g). Nevertheless, the fraction of canonical PAS (AAUAAA) increases in the most distant, novel pA sites (0.5–1 kb and 1 kb + extensions), compared to novel pA sites that yield shorter extensions (56 vs 43%, *p* = 1.2E-11, Fisher’s exact test) (Fig. 1i). 

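On the extended gene model of msi, 3879 3′-seq reads were counted in head, the library in which its level was highest, at 414 RPM. An isoform with 1% of these reads would hold 38.8 reads, above the floor of 3 counts. The RNA-seq library of head held 17823 reads on msi, or 453 RPM. The gene lies on chromosome 3R of dm6 from 25516118 to 25608423, on the plus strand, and its extended terminal 3′ UTR in Table S3 of the paper ends at 25611058, with a length of 10310 nt.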

A linear regression analysis of the fraction of AAUAAA showed an increase with extension length (*p* = 0.002, *R* ^2^ = 0.96), confirming the validity of these events. As explored later, functional relevance of at least a subset of these is indicated by the fact that they harbor well-conserved post-transcriptional regulatory sites. Thus, these lower expressed 3′ UTR isoforms deserve annotation (Additional file 5: Table S3), and they may potentially represent highly regulated and/or cell type restricted transcripts.

### Complexity of APA in *D. melanogaster* across cells and tissues

Including our novel 3′ end annotations that extend known gene models, we expand the number of genes that undergo APA from ~ 25% currently noted in FlyBase r6.12 to ~ 65% (Fig. 2a), a proportion similar to that observed in other eukaryotes [26]. Indeed, the complexity of 3′ end isoform expression in *Drosophila* is underscored by the fact that ~ 25% of genes express four or more 3′ end isoforms (Fig. 2b). 

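The genes lap, Cul-1 (Cul1 in the count table), and Xpc were counted in all 23 3′-seq libraries of D. melanogaster, with 13339, 14333, and 6457 reads in total. For lap, the level ranged from 12.7 RPM in 90′–6 h embryos (37 reads) to 479 RPM in head (4490 reads). Cul-1 ranged from 37.4 RPM in female carcass (167 reads) to 359 RPM in ovary (4080 reads). The lowest level of Xpc was 21.8 RPM in male carcass (214 reads) and its highest 101 RPM in OSS cells (540 reads). In the 45′–90′ embryos these genes had 3, 8, and 6 reads, too few to divide among isoforms. All 3 genes lie on the plus strand of dm6, lap on chromosome 3R from 7186994 to 7200941, Cul-1 on 2R from 7916856 to 7921579, and Xpc on 2R from 15311510 to 15318239.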

We emphasize the utility of our atlas with examples such as *lap*, *Cul-1*, and *Xpc*, which show a diversity of dominant 3′ UTR isoforms in different adult tissues, across the embryonic timecourse, and in different cell lines (Fig. 2c; Additional file 1: Figure S4a).

**Fig. 2:**
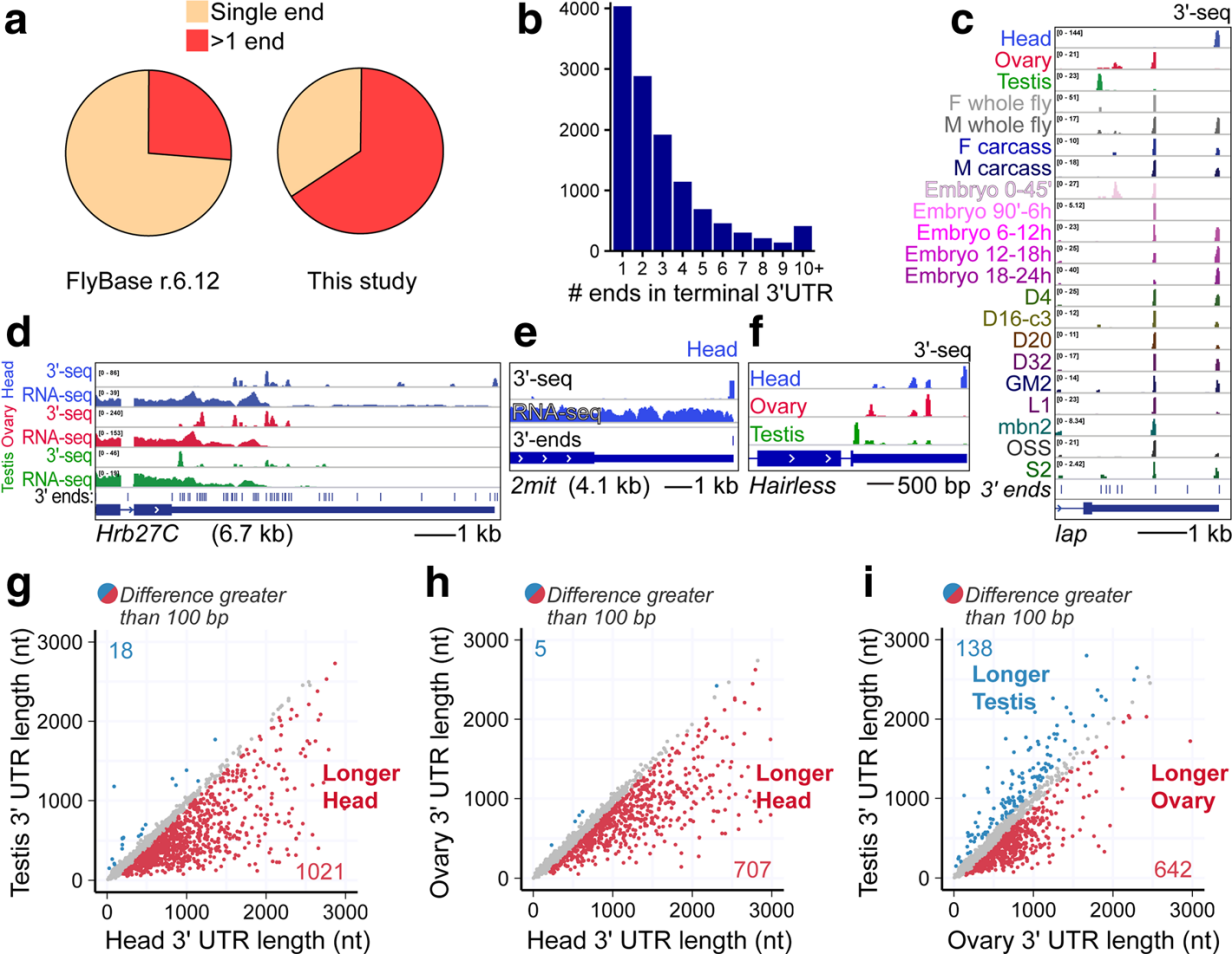
Tissue-specific alternative polyadenylation in *D. melanogaster*. **a** Fraction of genes with one or more annotated 3′ ends in the current FlyBase annotation (r6.12) compared to our revised 3′-seq-based atlas. **b** Summary of 3′ terminal isoform numbers annotated for genes in our 3′-seq-based atlas. **c–f** Examples of genes with diverse APA patterns. **c** Example of a gene with complex pattern of 3′ end isoform expression across adult tissues, embryonic timecourse, and cell lines. **d** Example of a gene with a long 3′ UTR that exhibits extreme 3′ end diversity. **e** Example of a gene with a long (4 kb) 3′ UTR that generates a single 3′ end in head. **f** Example of a gene with distinctive tissue-specific APA isoforms deployed in testis, ovary, and head. **g–i** Genome-wide patterns of tissue-specific APA revealed by pairwise analyses of weighted 3′ UTR length (denoted as 3′ UTR length for simplicity) comparison between tissues. Weighted 3′ UTR length is obtained taking the average of all 3′ UTR isoform lengths per gene weighted by the contribution of each isoform expressed. Genes are expressed at a minimum of 5 RPM in all samples. The genes for which weighted 3′ UTR length differs by 100 bp or more between samples are shown colored: *red*, longer weighted length in the sample on the *x-axis*; *blue*, longer weighted length in the sample on the *y-axis*. **g** Female head vs. testis. **h** Female head vs. ovary. **i** Ovary vs. testis

Some genes exhibit double-digit numbers of termini. An extreme example is *Hrb27C*, for which our previous northern blotting analysis indicated at least seven distinct well-accumulated 3′ end isoforms [6], but for which aggregate 3′-seq datasets suggest dozens of distinct functional pA sites across its 6.7 kb 3′ UTR (Fig. 2d). Nevertheless, not all genes that express long 3′ UTRs express large numbers of discrete 3′ UTR isoforms. For example, *2mit*, *Vglut*, and *corin* are well-expressed genes with long (3–4 kb) 3′ UTRs that nevertheless all exhibit precise, single 3′-seq signals in heads (Fig. 2e; Additional file 1: Figure S4b).

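In aggregate, the 23 3′-seq libraries held 153871 reads on Hrb27C, which lies on chromosome 2L of dm6 from 6920704 to 6932057, on the plus strand. Its level was highest in ovary, at 2929 RPM (33266 reads), and lowest in testis, at 480.4 RPM (2266 reads). Head had 10674 reads on the gene, or 1140 RPM, and the median over the libraries was 948 RPM.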

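In the 3′-seq library of head, 1211 reads were counted on 2mit, or 129 RPM. VGlut, the symbol of Vglut in the count table, had 3493 reads, or 373 RPM, and Corin had 450 reads, or 48.0 RPM. These levels are at the 80.0th, 92.5th, and 60.1st percentiles of the genes with at least 1 RPM in that library. In the RNA-seq library of head the levels were 180.0, 448, and 82.2 RPM, in the same order. Head was the 3′-seq library with the highest level of each of these genes. In ovary they had 28, 3, and 17 reads, and in testis 4, 2, and 33 reads.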

The low level events, such as the majority of annotated ends in *Hrb27C*, retain features of bona fide PAS. Of note, 36% of ends that represent less than 5% of total gene expression still present one of the top three PAS types and present characteristic sequence composition around the cleavage site (Additional file 1: Figure S5), indicative of bona fide ends. This provides evidence that even lower-expressed 3′-seq termini are biochemically valid events generated through recognition of strong PAS. However, to provide a more practical measure of APA in *Drosophila*, we also segregate annotations of 3′ ends that comprise at least 5% of total expression of each locus (Additional file 6: Table S4; Additional file 7). This allows researchers to focus on isoforms that are more highly expressed and may be more likely to be empirically validated.

Overall, these genomic observations and individual gene examples illustrate that these 3′ UTR annotations vastly expand the complexity of terminal 3′ UTR isoform expression in *Drosophila*, and supply a key resource for the *Drosophila* community.

### Expanding the repertoire of tissue-specific 3′ UTR utilization in *D. melanogaster*

Several of the gene examples shown thus far illustrate robust tissue heterogeneity in deployment of 3′ UTR isoforms. Indeed, we previously documented that ~ 400 *Drosophila* genes express isoforms with long 3′ UTRs in the nervous system while ~ 100 genes express specific short 3′ UTR variants in testis, with intermediate isoforms in ovary [6]. However, our earlier studies could only document substantial APA differences evident from RNA-seq data between tissues, or occasionally as large expression change points within an individual library [16]. In fact, in northern blot analyses, we have noted the existence of intermediate 3′ UTR isoforms with clear neural bias, but that were not necessarily exclusive to the nervous system [6]; these would not have been discernible from RNA-seq data. Thus, the availability of 3′-seq data allowed us to examine the scope of tissue-specific APA patterns more broadly. The *Hairless* gene shows how 3′-seq clearly illustrates this characteristic pattern of tissue-specific APA isoforms, even though testis, ovary, and head each express multiple 3′ UTR isoforms for this locus (Fig. 2f); other examples are shown in Additional file 1: Figure S4.

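The read counts per 3′ end in Table S2 of the paper cover Hairless (H in the count table) in the part read here, which holds 1999 of the paper's 62032 ends. That part lists 8 ends for the gene, whose terminal 3′ UTR starts at 20626789 on chromosome 3R of dm6. From the paper's read counts, the weighted 3′ UTR length, the mean length to each end weighted by its reads, was 1873 nt in head (95% bootstrap interval over reads, 1810–1931). In ovary it was 1090 nt (1057–1123) and in testis 414 nt (302–552). These values rest on 158 reads in head, 1121 in ovary, and 69 in testis. The end with the most reads gives a 3′ UTR of 2112 nt in head, with 67.7% of the reads (95% Wilson interval, 60.1–74.5). In ovary it gives 1454 nt, with 55.7% (52.7–58.5), and in testis 110 nt, with 56.5% (44.8–67.6). On the whole gene model, 276 3′-seq reads were counted in head, 1603 in ovary, and 109 in testis.

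**Figure D2:**
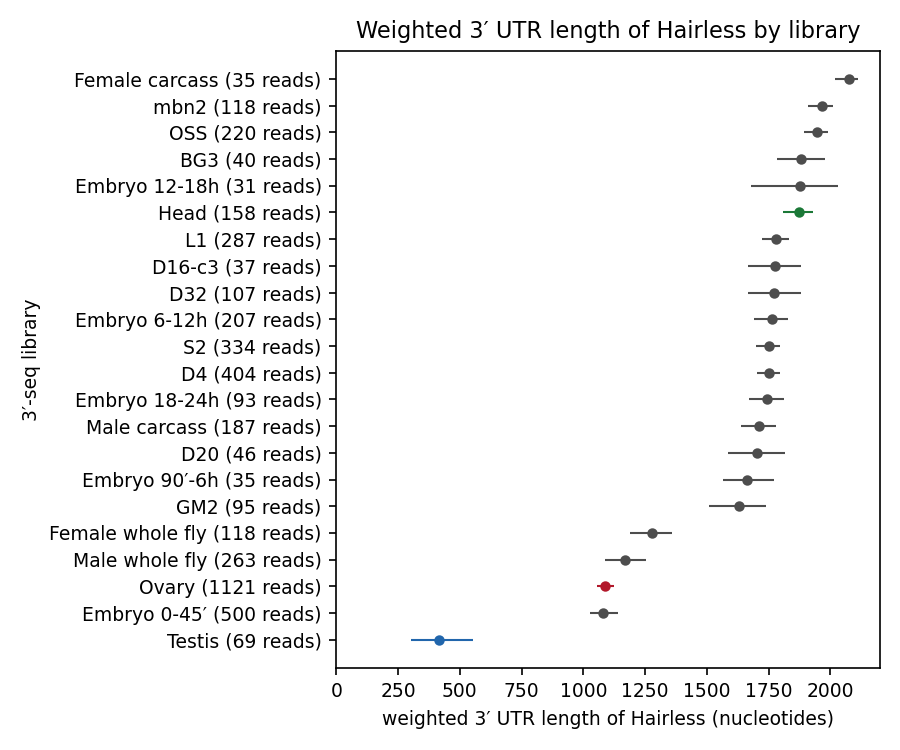
Weighted 3′ UTR length of Hairless in nt, calculated from the read counts per 3′ end in Table S2 of the paper, with 95% bootstrap intervals over reads, in each 3′-seq library with at least 10 reads on these ends. The length is 1873 nt in head, 1090 nt in ovary, and 414 nt in testis.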

We quantified 3′ isoform usage of genes between pairs of tissues by calculating a weighted 3′ UTR length metric, taken as the average of all 3′ UTR isoform lengths per gene weighted by the contribution of each isoform’s expression. Although we have annotated many very long (multi-kilobase) 3′ UTRs in *Drosophila*, the weighting scheme reduces the length score of the vast majority of loci to < 3 kb (Additional file 1: Figure S6). Therefore, we plot up to 3 kb to emphasize visualization of the data on a linear scale. 

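By the filter of over 5 RPM in both samples, 6359 D. melanogaster genes were co-expressed in head and testis and 5913 in head and ovary. All isoforms of a gene are added up in these counts, and genes with a single 3′ end or a 3′ UTR intron were not removed. Over 5 RPM were reached by 7867 genes in head, 6711 in ovary, and 8719 in testis. Of the choices tried, scaling to the mapped reads of Table S1 moved the number for head and testis most, to 4835 genes. Of the 707 genes that Table S5 of the paper lists as longer in head than in ovary, 697 were over 5 RPM in both libraries here, or 98.6% (95% Wilson interval, 97.4–99.2). The paper made this list from the same libraries with the same minimum, so a high share was set in advance. The same holds for its other lists of genes that differ in length, and such shares check only the scaling.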

By comparing the weighted length of 3′ UTRs that are co-expressed in testis and head (Fig. 2g), or co-expressed in ovary and head (Fig. 2h), we observe that > 1000 and > 700 genes (Additional file 8: Table S5) express longer isoforms in head with respect to either gonadal tissue, respectively. Strikingly, just a handful of genes were called as expressing shorter 3′ UTR isoforms in heads in either gonadal comparison. 

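In ovary and testis, 6030 genes were over 5 RPM in both 3′-seq libraries, or 44.8% of the genes in the count table.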

Upon comparing testis and ovary, we observe that the dominant signature is for genes to express shorter APA isoforms in testis (Fig. 2i).

Overall, these trends are consistent with our previous findings [6] that *Drosophila* testis expresses shorter 3′ UTRs and head expresses much longer 3′ UTRs. However, our 3′-seq data allow us to vastly expand the scope of the tissue-specific alternative 3′ UTR profiles, thereby emphasizing the regulatory impact of 3′ UTR isoform expression in *D. melanogaster*.

### Additional programs of 3′ UTR isoform expression in ovary and embryo timecourse

As mentioned, ovary generally expresses intermediate-length 3′ UTR isoforms relative to head and testis [6]. However, with our expanded and quantitative views, we realized there was a substantial population of genes whose dominant testis APA isoform was longer than in ovary (Fig. 2i). By browsing the 3′-seq data, we confirmed many loci, such as *unk*, *Su(dx)*, *car*, and *sina*, that express discrete shorter length 3′ UTR isoforms relative to other somatic or cell line samples (Fig. 3a; Additional file 1: Figure S7a). Moreover, such genes express the same short 3′ UTRs in very early (0–45′ and 45–90′) embryos, but they subsequently expressed longer 3′ UTRs upon onset of zygotic transcription. 

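In ovary, 762 3′-seq reads were counted on unk (67.1 RPM), 847 on Su(dx) (74.6 RPM), 1099 on car (96.8 RPM), and 1830 on sina (161 RPM). The levels in male carcass were 50.7, 28.8, 17.9, and 73.7 RPM, in the same order, and in S2R+ cells 150.2, 62.9, 30.8, and 122 RPM. The car gene lies on the plus strand of chromosome X of dm6 from 19566019 to 19569401 and is covered by the part of Table S2 of the paper that was read here. From the reads on its 7 ends, the weighted 3′ UTR length of car was 468 nt in ovary (95% bootstrap interval over reads, 454–481), 763 nt in head (722–801), 781 nt in male carcass (732–827), and 823 nt in S2 cells (783–861). In ovary, 78.2% of 1097 reads (95% Wilson interval, 75.7–80.6) fell on an end that gives a 3′ UTR of 390 nt. In head, 60.1% of 228 reads (53.6–66.2) fell on the end that gives 1017 nt. In testis the weighted length of car was 534 nt (444–641), from 45 reads, an interval that includes the ovary value. The testis end with the most reads gives 269 nt, with 35.6% of them (23.2–50.2). The reads on car thus do not set testis apart from ovary in weighted length.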

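From the paper's counts per 3′ end, the weighted 3′ UTR length of car was 498 nt in 0–45′ embryos (95% bootstrap interval over reads, 453–549, from 122 reads). It was 756 nt at 90′–6 h (698–815), 787 nt at 6–12 h (738–834), 898 nt at 12–18 h (812–969), and 963 nt at 18–24 h (924–997). The 45′–90′ embryos had 2 reads on the ends of car, both at the 1017-nt end, which leaves a share of 34.2 to 100% (95% Wilson interval). The depth of that library cannot show which isoform of car it holds.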

The zygotic 3′ UTR lengthening for such “ovary/maternal-short” genes was also evident in RNA-seq data (Fig. 3b) and confirmed by 3′-seq (Additional file 1: Figure S7a).

**Fig. 3:**
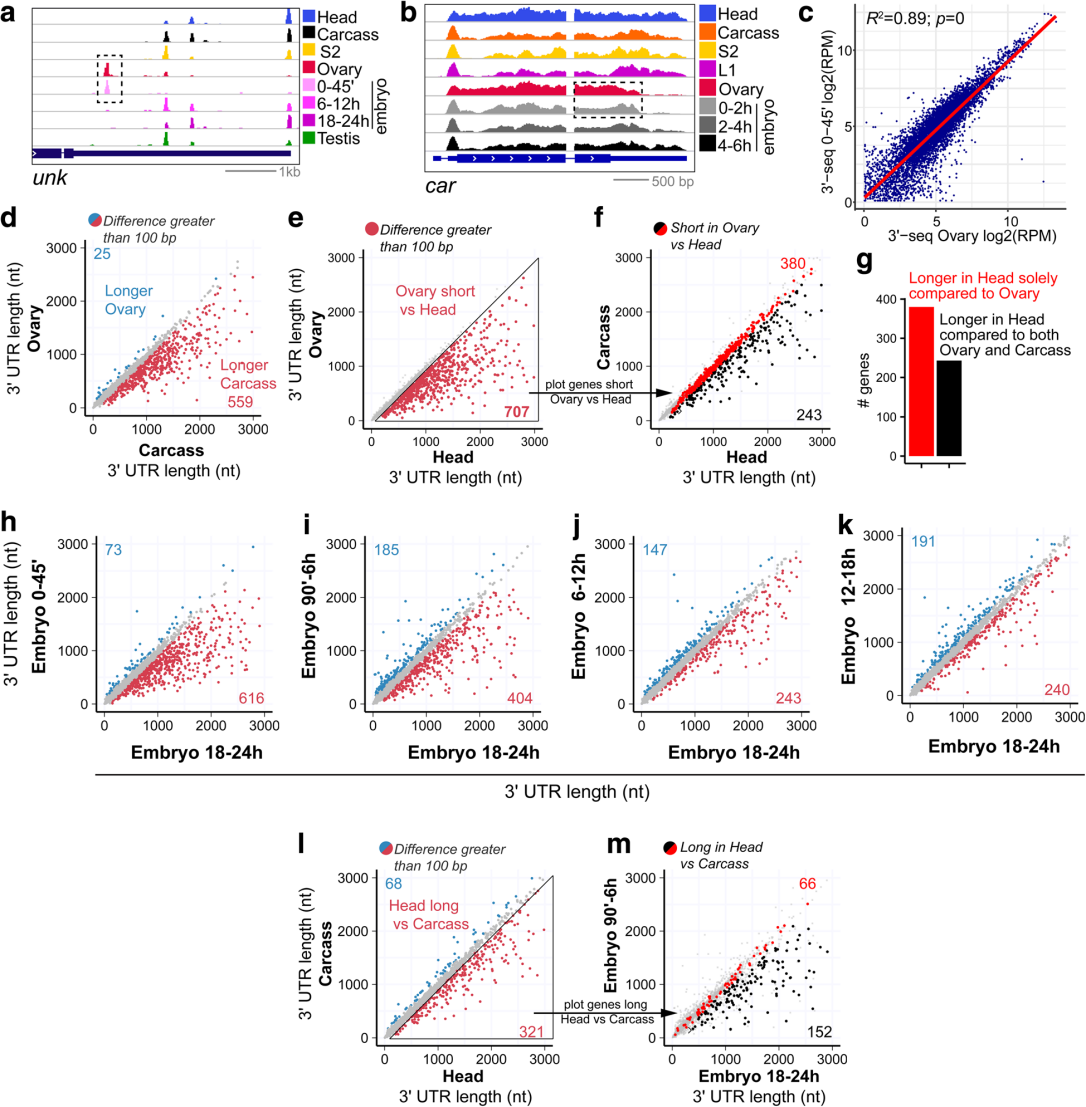
Specific patterns of APA in the ovary and across embryogenesis. **a** Examples of a gene that expresses a pattern of 3′ UTR isoform expression specific to the ovary and early 0–2 h embryo, compared to a range of other developmental stages, tissues, and cell lines. **b** RNA-seq data example of 3′ UTR shortening of a maternally deposited message. *Dotted line rectangle* shows common pattern of 3′ end isoform expression between ovary and early embryo. **c** Comparison of normalized 3′-seq data between ovary and very early 0–45-min embryos. Test of correlation with Spearman rank order rho and *p* value shown on top of the graph. **d**–**m** Weighted 3′ UTR length comparison between samples. Weighted 3′ UTR length is obtained taking the average of all 3′ UTR isoform lengths per gene weighted by the contribution of each isoform expression. Genes are expressed at a minimum of 5 RPM in all samples. Genes whose weighted 3′ UTR length differs by 100 bp or more between samples are colored, whereas all other loci are in *gray*. **d** Carcass expresses longer 3′ UTRs than ovary. **e** Head expresses longer 3′ UTRs than ovary. **f** When the subset of genes that is shorter in ovary vs head (from **e**, loci within *triangle*) is compared for length profile between carcass and head, we see that only a subset of them is extended in head. **g** Barplot summary of head vs. ovary and head vs. ovary + carcass 3′ UTR comparison. **h**–**k** Embryogenesis timecourse in which successive embryonic timepoints are plotted on the *y-axes* against the common, final embryonic timepoint on each *x-axis* (18–24 h). Across the timecourse of **h** 0–45′, **i** 90′–6 h, **j** 6–12 h, **k** 12–18 h, we see that progressively fewer genes are differentially shorter with respect to 18–24 h embryos. This reflects a 3′ UTR lengthening trend across embryogenesis. **l**, **m** Head lengthening and embryonic lengthening reflect a similar gene signature. **l** Defining the genes that are lengthened in head vs. carcass. **m** When these genes were overlaid onto the set that were co-expressed in both early and late embryos, we observe unilateral trend that they exhibit longer 3′ UTRs in 18–24 h embryos compared to 90′–6 h embryos

These observations led us to infer that a distinct gene set carries a characteristic 3′ UTR signature in ovary and very early embryos. Since the ovary is mostly comprised of developing eggs, the ovarian transcriptome is expected to be dominated by the maternal gene expression program. Consistent with this, the correlation of 3′-seq expression between ovary and 0–45′ embryo datasets is very high (*R* ^2^ = 0.89; Fig. 3c).

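Across the 6763 genes with at least 1 RPM in both 3′-seq libraries, Spearman's rho between ovary and 0–45′ embryos was 0.897 (95% bootstrap interval over genes, 0.890–0.903) and Pearson's r of log2 RPM was 0.884. The squared r was 0.781 (0.761–0.798), and keeping genes with at least 1 RPM in either library with a pseudocount of 0.1 RPM moved it most, to 0.539. The paper's text gives its 0.89 as a squared value, while the legend of Fig. 3c names Spearman's rho. The rho here is near 0.89, and the squared r is below it. Among the 22 other 3′-seq libraries, 0–45′ embryos had the highest rho to ovary, followed by 45′–90′ embryos at 0.748 and female whole flies at 0.745. The lowest rho to ovary was that of head, at 0.436. Over the 6 embryo windows, the correlation with ovary fell with the mid-point of the window, with a Spearman's rho of −0.943 (exact permutation test, two-sided, p = 0.0167). Without the 45′–90′ library this relation had a rho of −0.90 (exact permutation test, two-sided, p = 0.0833). The paper reasons that the ovary consists mostly of developing eggs, so that its transcriptome is expected to be dominated by the maternal program, and from this correlation goes on to 3′ ends specific to ovary and early embryos.

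**Figure D3:**
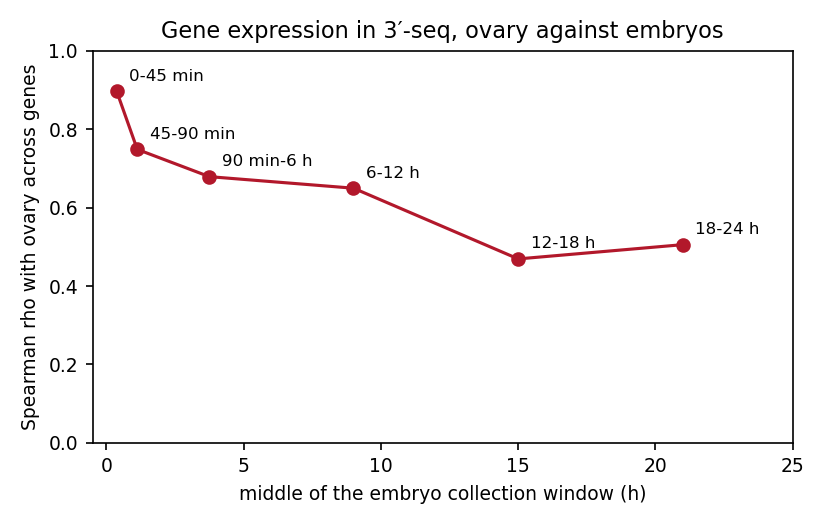
Spearman's rho across genes between the 3′-seq library of ovary and that of each embryo window, against the mid-point of the window in hours.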

We therefore sought to identify 3′ terminal events that are specific to ovary/early embryos. To this end, we compared ovary data to the somatic male carcass (Fig. 3d), as well as to cell lines (Additional file 1: Figure S7), to identify specific “ovary-short” 3′ UTRs. 

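The male carcass library held 15034934 counted reads. Across genes, its Spearman's rho of RPM to ovary was 0.476, and among the cell lines rho to ovary ranged from 0.570 in BG3 cells to 0.727 in L1 cells. In ovary and S2R+ cells, 5867 genes were over 5 RPM in both.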

We note the caveat that the carcass contains the ventral nerve cord and certain peripheral neurons, but cell lines should be devoid of mature neuron signatures. These comparisons change our perspective on tissue-specific APA. 

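The level of 14 genes of mature neurons (elav, nSyb, Syt1, brp, cac, para, VGlut, VAChT, ChAT, Gad1, Rdl, Snap25, futsch, and fne), was calculated in each 3′-seq library. Their median was 706 RPM in head, 75.2 RPM in male carcass, and 23.4 RPM in female carcass. In male carcass it was at the 83.5th percentile of 10000 random lists of genes matched on mean expression, and in female carcass at the 12.9th. In the 10 cell lines the median ranged from 4.08 RPM in S2R+ cells to 30.9 RPM in BG3 cells, with 30.3 RPM in D4 cells. The percentile was 1.55 in S2R+ cells, 47.3 in BG3 cells, and between 2.46 and 19.8 in the other lines. Between 10 and 13 of the 14 genes were over 1 RPM in each line. VAChT, whose span lies inside another gene on the same strand, had no read in any library, head included, so its count says nothing about its expression. Without it, a choice made after the data were seen, the medians were 713 RPM in head, 86.6 RPM in male carcass, 37.7 RPM in BG3 cells, and 5.35 RPM in S2R+ cells. In ovary the median of all 14 genes was 4.45 RPM.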

Many genes that we earlier classified as head-extended (Fig. 3e) are not extended with respect to carcass (Fig. 3f, red subset), although there certainly remain many hundreds of neural-extended loci. Instead, nearly twice as many loci proved to shorten their 3′ UTRs in ovary relative to carcass (Fig. 3d) than lengthen in head compared to carcass (Fig. 3f).

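Over 5 RPM in both 3′-seq libraries were reached by 5756 genes in ovary and male carcass and by 6945 genes in head and male carcass. The comparison with ovary thus covers fewer co-expressed genes than that with head.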

We performed similar comparisons of ovary and head to several cell lines and obtained a comparable picture (Additional file 1: Figure S7). Together, these analyses revealed > 400 genes in common that expressed shorter 3′ UTR isoforms in ovary relative to both male carcass and S2 cells. Similarly, we identify shortening events that are specific to testis by comparing 3′ UTR isoform expression in this tissue against female carcass or S2 cells. 

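Table S6 of the paper lists 418 genes with shorter 3′ UTRs in ovary than in male carcass and S2 cells. Of these, 412 were over 5 RPM in the 3′-seq libraries of ovary, male carcass, and S2R+ cells, or 98.6% (95% Wilson interval, 96.9–99.3). The paper applied the same minimum in making its lists, so this share is no independent check. The 412 genes make up 7.87% of the 5232 genes over 5 RPM in these 3 libraries. The median over the listed genes of the lowest of their levels was 61.1 RPM. From its own comparisons of length, the paper concludes that gonads have independent trends of 3′ UTR shortening and that a share of the genes with extensions in head reflects shortening in ovary.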

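For testis, Table S6 of the paper lists 608 genes, of which 597 were over 5 RPM in the 3′-seq libraries of testis, female carcass, and S2R+ cells, or 98.2%. Over 5 RPM in both libraries were reached by 5724 genes in testis and female carcass and by 5702 genes in testis and S2R+ cells.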

We report the list of genes that specifically shorten in gonads in Additional file 9: Table S6. Overall, our expanded 3′-seq atlas allowed us to appreciate that gonads exhibit independent trends of 3′ UTR shortening in *Drosophila*, and that a proportion of “head-extended” genes that we earlier characterized actually reflect ovary 3′ UTR shortening. Indeed, if we overlay onto this analysis the set of genes that we observed to express longer 3′ UTRs in head compared to ovary (Fig. 3e), we detect only 243 genes (Fig. 3f; Additional file 10: Table S7) expressing longer 3′ UTRs in head compared to both ovary and carcass (Fig. 3g). This confirms that a subset of the genes express specifically shorter 3′ UTRs in the ovary. 

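All 243 genes that Table S7 of the paper lists were over 5 RPM in the 3′-seq libraries of head, ovary, and male carcass (95% Wilson interval of the share, 98.4–100%). The paper selected its genes at that minimum, so a high share was set in advance. In all, 5586 genes were over 5 RPM in these 3 libraries. The sentence names no sex for the carcass, and the legend of Table S7 names female carcass. With that library in place of male carcass, a comparison added after the data were seen, 236 of the 243 genes were over 5 RPM, or 97.1% (94.2–98.6), among 5146 genes in all. With male carcass, the median over the listed genes of the lowest of their levels was 60.7 RPM.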

Overall, these analyses define the maternal transcriptome as a novel, broad, tissue-specific APA setting in *Drosophila*.

We further interrogated the embryonic timecourse 3′-seq data. When examining modENCODE RNA-seq data that densely tile at 2-h intervals across 24 h of embryogenesis, we appreciated many loci that exhibited multiple tiers of progressive 3′ UTR extensions across development. The gene *shep* illustrates this phenomenon, whereby it starts with a short 3′ UTR in maternally deposited isoforms, expresses a longer 3′ UTR isoform at the start of zygotic transcription, and a further distal extension by late embryogenesis (Additional file 1: Figure S4D). This apparent developmental lengthening was a global phenomenon, and was not simply due to the “maternal short” program. 

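The gene shep lies on the minus strand of chromosome 3L of dm6 from 5155821 to 5277944. Its level was 380.2 RPM in 0–45′ embryos (2380 reads), 179 RPM at 45′–90′ (15 reads), and 121 RPM at 90′–6 h (353 reads). It was 254 RPM at 6–12 h (1053 reads), 459.8 RPM at 12–18 h (1151 reads), and 498 RPM at 18–24 h (2376 reads). These levels add up all isoforms, and reads per 3′ end of shep were not analysed here.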

Pairwise comparisons of all embryonic 3′-seq libraries showed that 3′ UTRs tend to lengthen progressively, even following zygotic transcription (Additional file 1: Figure S8). This can be easily visualized in a few pairwise comparisons of earlier embryonic libraries against the last timepoint (18–24 h). 

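In the 3′-seq libraries of 0–45′ and 18–24 h embryos, 5539 genes were over 5 RPM in both. Over 5 RPM were reached by 6301 genes in the earlier library, from 5299412 counted reads, and by 7851 genes in the later, from 5546261.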

One can see that in the maternal transcriptome (0–45′; Fig. 3h), the dominant signature is for 3′ UTR shortening, with > 600 genes expressing a proximal isoform relative to 18–24 h embryos and only 73 genes expressing a distal isoform (Additional file 11: Table S8). In the comparison with 90′–6 h embryos (Fig. 3i), the bias is only half as strong, and in the next time point analyzed (6–12 h; Fig. 3j) it is weaker still; 12–18 h embryos are relatively similar in their 3′ UTR profiles as 18–24 h embryos (Fig. 3k).

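With 18–24 h embryos, 5322 genes were over 5 RPM in both libraries at 90′–6 h, 6212 at 6–12 h, and 6969 at 12–18 h.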

Previous in situ hybridization experiments indicated that developmental embryonic 3′ UTR lengthening was due to selective expression of longer 3′ UTR isoforms in the embryonic central nervous system [6, 17]. To test if this was the basis of this phenomenon, we compared the “head lengthened” and “late embryo lengthened” gene sets. To do so, we first identified 321 genes whose 3′ UTRs were specifically extended in head compared to carcass (Additional file 12: Table S9), reflecting neural extension (as opposed to gonadal shortening, Fig. 3l). 

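Of the 321 genes in Table S9 of the paper, 320 were over 5 RPM in the 3′-seq libraries of head and male carcass, or 99.7% (95% Wilson interval, 98.3–99.9), and the median of the lower of their levels was 73.5 RPM. This list too was selected by the paper at that minimum.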

We then analyzed the behavior of the genes in this set that were also co-expressed in both 90′–6 h and 18–24 h embryo timepoints (218 genes). Of these, there was a clear unidirectional trend in which the only 3′ UTR differential genes were essentially all longer in 18–24 h 3′-seq library (152 genes; Fig. 3m; Additional file 13: Table S10). Thus, these data show that the apparent developmental lengthening of 3′ UTRs during embryogenesis includes a substantial component of tissue-specific extension of 3′ UTRs in the nervous system.

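Of the genes in Table S9, 270 were over 5 RPM in both the 90′–6 h and the 18–24 h 3′-seq libraries, or 84.1% (95% Wilson interval, 79.7–87.7). A minimum of 10 RPM moved this number most, to 249 genes. The lower of the levels had a median of 34.0 RPM over these genes.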

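Each of the 152 genes in Table S10 of the paper was over 5 RPM in both embryo libraries, and the median of the lower of their levels was 53.3 RPM. The paper had selected these genes at that minimum, so this is no independent check. From the lengthening of these genes by 18–24 h, the paper concludes that lengthening during embryogenesis includes a substantial component of tissue-specific extension in the nervous system.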

In summary, we demonstrate additional tissue and temporal APA patterns in our 3′-seq atlas, and reveal tissue-specific bases for apparent developmental shifts in 3′ UTR patterns.

### Conservation of tissue-specific APA across Drosophilid species

We next sought to assess the breadth of conservation and divergence of tissue-specific 3′ UTR isoforms. Despite the availability of a dozen fly genomes for nearly a decade, experimental evidence for their transcriptomes has been sparse, and their gene annotations have relied mostly upon comparisons with *D. melanogaster*. Only recently have substantial amounts of RNA-seq data begun to be available for different sequenced Drosophilids [37]. However, the bulk of these data were from whole animals, thus precluding assessment of tissue-specific isoforms.

We therefore analyzed close and distant relatives of *D. melanogaster*, namely *D. yakuba* and *D. virilis*, which are ~ 12 and ~ 62 million years diverged, respectively [38]. 

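The deposited counts of D. yakuba cover 13686 genes on the dyak3 genome and those of D. virilis 11831 genes on dvir3, each made by the authors as for D. melanogaster and deposited without normalization. D. yakuba has 5 3′-seq libraries, with 11765077 counted reads in head, 11186291 in ovary, and 7026074 in testis, and 2264432 and 13371160 in the embryos labelled 0–12 h and 12–24 h. D. virilis has 7, with 10893648 counted reads in head, 14503899 in ovary, and 10279320 in testis, and 2479191 to 12732681 in the 4 embryo libraries from 0–12 h to 36–48 h. The RNA-seq libraries of head, ovary, and testis held 40344430 to 50006897 counted reads in D. yakuba and 41910143 to 47698411 in D. virilis. There is 1 library per condition in each assay, and each table was scaled by itself. The floor of 3 counts was 0.163 to 1.03 RPM in the 3′-seq libraries of D. yakuba and 0.212 to 1.22 RPM in those of D. virilis. Mlc2 held 1.64% of the counts (12755 RPM) in the D. yakuba embryos labelled 0–12 h. It is not among the 3 genes with the most counts in those labelled 12–24 h. In D. melanogaster its level was 702 RPM at 6–12 h and 13341 RPM at 12–18 h. Whether the labels of the D. yakuba embryos match their stages was not tested.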

We generated companion 3′-seq and total RNA-seq libraries of head, ovary and testis for these species, and supplemented these with 3′-seq datasets across embryogenesis (Additional file 2: Table S1). We subjected these to the same pipeline for calling 3′ termini as with *D. melanogaster* and confirmed that the ends constitute high quality termini as seen by the nucleotide distribution surrounding the derived cleavage sites (Additional file 1: Figure S9). Of note, both species recapitulate insect-specific features we noted for *D. melanogaster* pA sites, such as the very proximal A-rich region (Fig. 1b) and the propensity for usage of the AAUAUA variant (as analyzed in later figures).

These efforts allowed us to significantly improve the 3′ end annotation of these species. Since there has been comparatively little experimental annotation of 3′ termini in these other species, the improvements in the breadth and refinement are much more substantial than in *D. melanogaster*. We provide catalogs of 36,864 pA sites in *D. yakuba* (Additional file 3: Table S2; Additional file 14) and 53,579 pA sites in *D. virilis* (Additional file 3: Table S2; Additional file 15), extending the 3′ UTR space of 5581 protein-coding genes by 2.4 Mb in *D. yakuba* and 8293 genes by 8.9 Mb in *D. virilis* (Fig. 4a; Additional file 5: Table S3). In sum, these data allow us to increase the number of genes that undergo APA from one quarter to ~ 60% in *D. yakuba* and ~ 75% in *D. virilis* (Fig. 4b).

**Fig. 4:**
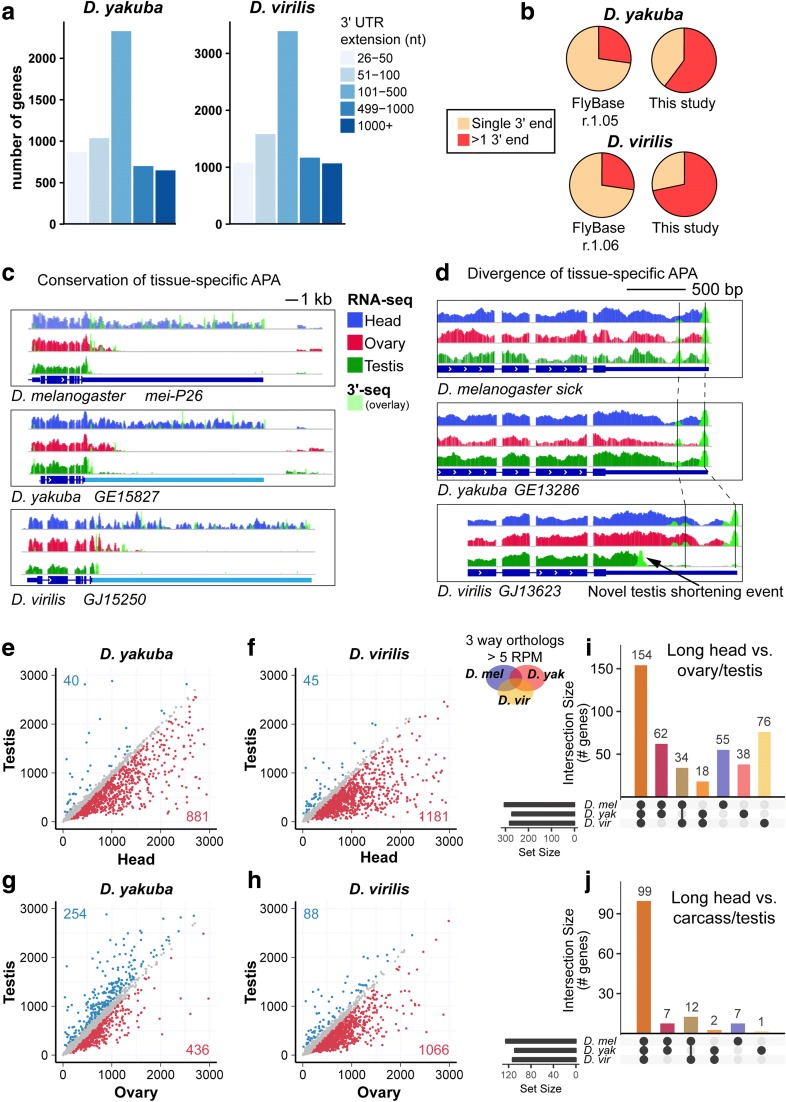
Evolution of-tissue specific APA across *Drosophila* species. **a** Reannotation of *D. yakuba* and *D. virilis* 3′ UTRs from deep 3′-seq data yields thousands of 3′ UTR extensions. **b** Percentage of genes with either one annotated end or more than one for the current *D. yakuba* annotation (r1.05) or *D. virilis* annotation (r1.06) and our revised 3′-seq-based atlas. **c**, **d** Examples of expression of genes with orthologs in *D. melanogaster*, *D. yakuba*, and *D. virilis*. RNA-seq and 3′-seq of head, ovary, and testis are shown as illustrated in the legend. 3′-Seq is overlaid in *light green* onto the RNA-seq track. **c** Example of a gene with conserved tissue-specific patterns of 3′ UTR expression. Extension of the annotation of *D. yakuba* and *D. virilis* is shown in *light blue*. **d** Example of a gene that shows de novo expression of a dominant short 3′ UTR isoform in the testis of *D. virilis*. **e**–**h** Weighted 3′ UTR length comparison between tissues. Weighted 3′ UTR length is obtained taking the average of all 3′ UTR isoform lengths per gene weighted by the contribution of each isoform expression. Genes are expressed at a minimum of 5 RPM in all samples. The genes for which weighted 3′ UTR length differs by 100 bp or more between samples are shown colored: *red*, longer weighted length in the sample on the *x-axis*; *blue*, longer weighted length in the sample on the *y-axis*. Comparisons are shown for *D. yakuba* and *D. virilis*. **e**, **f** Head vs testis. **g**, **h** Testis vs ovary. **i** Conservation of tissue-specific APA. The overlap of the genes that express a weighted 3′ UTR length of more than 100 bp in head compared to both testis and ovary, have orthologs in all three species, and are expressed at least at 5 RPM was taken and is represented as a bar graph. Schematic Venn diagram and dots below the bar graph show the nature of each intersection. Horizontal bar graph shows the number of genes considered for each species. **j** Preferred conservation of head extensions across Drosophilid phylogeny. This analysis was done as in **i**, except that the gene set was first conditioned on genes with specific evidence for head-extension in *D. melanogaster* from comparison to carcass (e.g., Fig. 3l), then were overlaid onto the gene sets with differential 3′ UTRs between head and testis 3′-seq datasets across species. Nearly all of these loci exhibit a conserved pattern

Browsing of individual loci provided striking confirmation of the conservation of individual cases of neural-specific 3′ UTR lengthening and testis-specific 3′ UTR shortening that we had characterized in *D. melanogaster* [6]. For example, the longest 3′ UTR we had experimentally validated was the 18.5 kb 3′ UTR of *mei-P26* that is expressed in *D. melanogaster* nervous system, including adult heads. 

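On the gene model of mei-P26, which lies on the plus strand of chromosome X of dm6 from 9163255 to 9189309, 19961 3′-seq reads were counted in head, or 2131 RPM. This is the highest level among the 23 D. melanogaster 3′-seq libraries. RNA-seq gave 22303 reads in head, or 567 RPM. Table S3 of the paper lists a terminal 3′ UTR of 18493 nt for the gene.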

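In ovary, mei-P26 had 7012 3′-seq reads (617 RPM) and 28125 RNA-seq reads (375 RPM). In testis it had 786 3′-seq reads (167 RPM) and 4151 RNA-seq reads (215 RPM).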

Its predominant isoforms are intermediate in ovary and short in testis. We observe these same tissue-specific APA trends in the other species, both in total RNA-seq and in 3′-seq data (Fig. 4c). 

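The D. yakuba gene that Fig. 4c shows for mei-P26, GE15827, had 1644 3′-seq reads in head (182 RPM), 2165 in ovary (195 RPM), and 278 in testis (53.1 RPM). Its D. virilis counterpart, GJ15250, had 2357 reads in head (223 RPM), 3750 in ovary (265 RPM), and 1472 in testis (170.0 RPM). In RNA-seq, GE15827 had 366 RPM in head, 336 RPM in ovary, and 150.4 RPM in testis. GJ15250 had 277, 265, and 239 RPM in the same order. Gene counts do not separate the isoforms.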

Consistent with their phylogenetic relationships, the *D. melanogaster* isoforms are more similar to *D. yakuba* than to *D. virilis*. Notably, the *D. virilis mei-P26* 3′ UTR has expanded to 22 kb, making it one of the very longest 3′ UTRs known in an invertebrate. Perhaps unsurprisingly, these long 3′ UTRs are misannotated in public databases. On the other hand, we also observe evolutionary novelty in 3′ UTR isoforms. For example, for the *sick* locus, *D. virilis* retains the same major pA sites used in head and ovary as its *D. melanogaster* and *D. yakuba* orthologs, but it uses a novel dominant proximal pA site in testis (Fig. 4d).

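The sick gene lies on the plus strand of chromosome 2L of dm6 from 19796365 to 19958424. In D. melanogaster it had 865 3′-seq reads in head (92.4 RPM), 221 in ovary (19.5 RPM), and 285 in testis (60.4 RPM). The D. yakuba gene shown in Fig. 4d, GE13286, had 856, 137, and 240 reads in the same order, with levels of 12.3 RPM in ovary and 45.8 RPM in testis. The D. virilis gene, GJ13623, had 1670, 550, and 462 reads, or 158, 38.8, and 53.4 RPM. In RNA-seq the levels in testis were 104 RPM in D. melanogaster, 100.5 RPM in D. yakuba, and 139 RPM in D. virilis.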

When we evaluated *D. yakuba* and *D. virilis* at the genome level, we observed that both species recapitulated very strong trends to express globally longer 3′ UTR isoforms in head compared to testis (Fig. 4e, f), and globally longer 3′ UTR isoforms in ovary compared to testis (Fig. 4g, h). 

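In D. yakuba, 6258 genes were over 5 RPM in the 3′-seq libraries of both head and testis and 5896 in both ovary and testis. In D. virilis these numbers were 5599 and 5531. A minimum of 10 RPM moved the mean number for head and testis over these species from 5928.5 to 4550.0 genes. From the lengths of the isoforms in these comparisons, the paper concludes that tissue-specific APA patterns are preserved across fruit fly evolution.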

As mentioned, since we document a signature of maternal shortened transcripts, this appears to manifest in the fact that the length bias between head and testis is much more unidirectional in all three species, whereas there is a population of transcripts with bias to express longer 3′ UTR isoforms in testis relative to ovary. This was more so the case in *D. yakuba* than in *D. virilis*.

Overall, these experimental samplings across different branches of the *Drosophila* phylogeny clearly demonstrate that tissue-specific APA patterns are preserved across fruit fly evolution. However, it does not necessarily reflect whether the same genes are subject to tissue-specific APA. To test this, we compared the weighted 3′ UTR length between tissues in pairs of species. Note that this calculation assesses whether tissue-characteristic expression of 3′ UTRs is conserved, but does not take into account if the sequences of pA sites themselves are conserved (this is addressed later). In order to be more certain about APA calls for individual genes, we restricted this analysis to genes for which orthologs were called in all three species and expressed at > 5 RPM in all three tissues.

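In D. melanogaster, 5545 genes were over 5 RPM in the 3′-seq libraries of head, ovary, and testis. The orthologs were not joined here, so this number is for D. melanogaster genes alone.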

When we conditioned this analysis for genes that expressed longer 3′ UTRs in head vs. both ovary and testis, we found that 154 genes conserved this property across all three species (Fig. 4i; Additional file 16: Table S11), with a subset of genes retaining this in two out of three species. This indicates that length differences between head and gonads are generally under strong constraint across the Drosophilid phylogeny. Nevertheless, there are a substantial number of species-specific cases in which the head isoform is longer than gonadal isoforms (Fig. 4i; Additional file 16: Table S11).

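All 154 genes that Table S11 of the paper lists for all 3 species were over 5 RPM in the D. melanogaster 3′-seq libraries of head, ovary, and testis (95% Wilson interval of the share, 97.6–100%). The paper's own filter at 5 RPM had set this in advance. The median over these genes of the lowest of their levels was 69.4 RPM.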

To delve further, we conditioned the analysis on *D. melanogaster* genes for which we have auxiliary evidence for specific head-lengthening, based on comparison to carcass (Fig. 3l). We then asked what set of these genes were also lengthened across fly species when comparing head vs testis. In this analysis, we obtain a very different outcome in which the vast majority of loci are conserved in their tissue-specific APA profile (Fig. 4j; Additional file 17: Table S12). We conclude from this that neural 3′ UTR extension is under strong preferential conservation across species, but many other instances of apparent species-specific differences where head isoforms are longer than gonadal isoforms actually reflect de novo gonadal 3′ UTR shortening events. Indeed, such events can be seen by inspection of the 3′-seq and RNA-seq data (e.g., Fig. 4d).

Overall, the substantial evolutionary conservation of tissue-specific APA profiles indicates that these post-transcriptional processes incorporate into necessary regulatory regimes. On the other hand, the evolutionary plasticity of tissue-specific APA provides us an opportunity to examine the underlying genomic changes that can alter 3′ isoform deployment. We explore this in a later part of this study.

### Expanding annotations of deeply conserved miRNA and RNA binding protein sites

Although new miRNAs continue to be identified all the time, the vast majority of these cloned over the past decade are species-specific loci that are poorly expressed, and whose regulatory impact is therefore unclear. The catalog of well-conserved miRNAs, which are believed to be the major effectors of the miRNA network, has not changed much during this time save for a handful of atypical loci. There continue to be active discussions on how best to predict their breadth of possible species-specific targets, or non-canonical target sites, or unconventional transcript targets [39–41], but the overall tenet remains that an initial go-to list of sites comprise well-conserved seed matches to well-conserved miRNAs, especially sites that reside within locally conserved regions [42, 43].

However, underlying such predictions is a comprehensive set of 3′ UTR annotations. For example, the popular TargetScanFly v6.2 resource (http://www.targetscan.org/fly_12/) utilizes 3′ UTR annotations from over 5 years ago which lack substantial genuine 3′ UTRs, including many neural 3′ UTR extensions. We therefore utilized the TargetScanS algorithm to perform de novo predictions of target sites for deeply conserved *Drosophila* miRNAs using our 3′ UTR annotations. Individual researchers must choose for themselves at what level of stringency they wish to utilize predictions, deciding on a balance of stringency to reduce false positives and leniency to cast a wider net for candidates. However, we highlight some statistics at various levels of site conservation using the 3′ UTR annotations used in TargetScanFly v6.2, as well as FlyBase r6.12 and by our newest extensions.

We utilized only canonical 7mer-m8 seed matches for this search, although we subdivided those that have t1A pairing in the annotation. When considering the most stringent level of conservation (see “Methods”), by requiring a site to be conserved in 9/12 fly species [38] including at least one virilis-clade species (*D.vir/D.moj/D.gri*), we predict 13,702 deeply conserved target sites located on 3700 3′ UTRs. This is ~ 80% more than TargetScanFly v6.2 and includes 589 more sites found on our newly annotated extensions (Fig. 5a; Additional file 1: Figure S10). Larger numbers of sites are predicted using less stringent conservation criteria. We illustrate the example of *headcase*, for which the 3′ UTR used for TargetScanFly v6.2 annotations is shown, but the dominant isoform expressed in head has a 10.5-kb 3′ UTR. This long 3′ UTR contains numerous deeply conserved 7mer-m8/t1A seed matches for various miRNAs (Fig. 5b; Additional file 1: Figure S10) and additional deeply conserved 7mer-1a seed matches (even though this weaker site type was not included in the tallies in Fig. 5a). These observations highlight the fact that using popular online resources can severely underestimate the breadth of highly conserved miRNA target networks. 

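On headcase (hdc in the count table), 384 3′-seq reads were counted in head, or 41.0 RPM, and 2278 RNA-seq reads, or 57.9 RPM. Its level in 3′-seq ranged from 15.0 RPM in female carcass (67 reads) to 206 RPM in D4 cells (1492 reads). The terminal 3′ UTR in Table S3 of the paper lies on the plus strand of chromosome 3R of dm6 from 30361831 to 30372382 and has a length of 10551 nt.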

We provide these annotations of miRNA sites in Additional file 18: Table S13 as well as in GTF format files (Additional file 19).

**Fig. 5:**
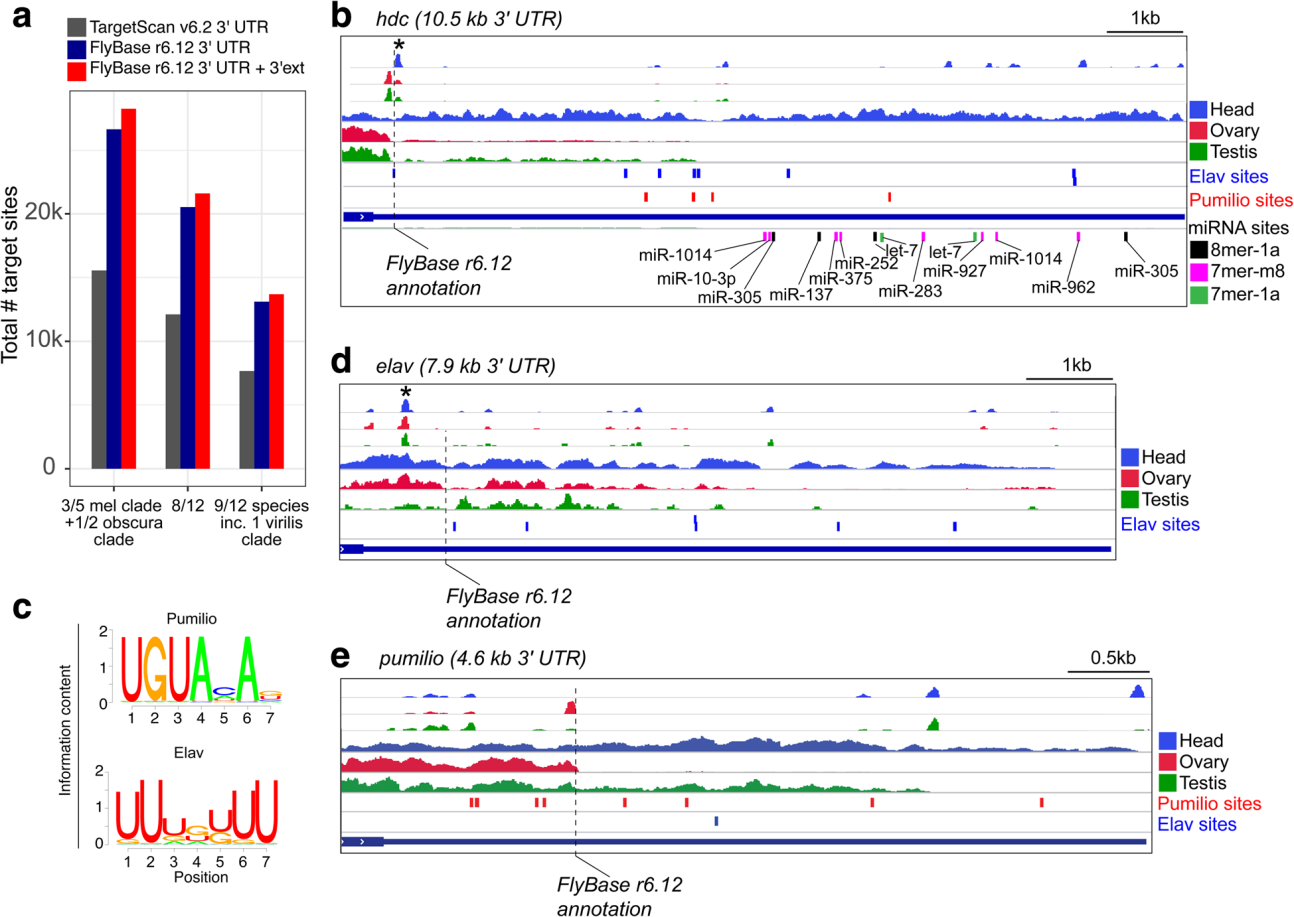
Annotation of well-conserved miRNA, Elav, and Pumilio binding sites. **a** We used TargetScanS algorithm to perform target predictions using the 3′ UTR databases used in the current available releases of TargetScanFly (v6.2), FlyBase (r6.12), and our current 3′ UTR annotations based on 3′-seq atlas (FlyBase + ext). This graph reports only 7mer-m8 seed matches to pan-Drosophilid conserved miRNAs, bearing conservation properties across the indicated fly species. **b** Example of *headcase* (*hdc*). TargetScanFly (v6.2) annotates no miRNA binding sites in the short 3′ UTR; however, an abundance of deeply conserved miRNA, Elav, and Pumilio binding sites exists in the much longer 3′ UTR that is well-expressed in head. **c** Position weight matrices for Pumilio and Elav binding. **d** The *elav* 3′ UTR has an abundance of conserved Elav binding sites. **e** The *pumilio* 3′ UTR has an abundance of conserved Pumilio binding sites. RNA-seq and 3′-seq are shown for each gene example. *Asterisks* denote likely false positive 3′-seq signal deriving from internal priming of genomically templated A-rich sequence

Since we previously noted that Pumilio and Elav binding sites appeared to be enriched in neural 3′ UTR extensions [6], we also annotated well-conserved matches to binding motifs for these RNA binding proteins (RBPs; Fig. 5c). At the deepest level of conservation, we identify 1978 and 1045 conserved binding sites for Pumilio (UGUANAN) and Elav (UUUGUUU), respectively. Indeed, *headcase* contains many well-conserved sites for both Elav and Pumilio (Fig. 5b). We also identify likely roles for autoregulation of these RBPs. We recently re-annotated the extent of the *elav* 3′ UTR [44], and we find a multitude of conserved Elav binding sites on common and alternative portions of the *elav* 3′ UTR, although none for Pumilio (Fig. 5d), in line with the known role of Elav in regulating its own 3′ UTR [45]. Reciprocally, the *pumilio* 3′ UTR contains an abundance of deeply conserved binding sites for Pumilio, but only one for Elav (Fig. 5e). The annotations of conserved Pumilio and Elav binding sites are provided in Additional file 20: Table S14 as well as in GTF format files (Additional file 21).

### Impact of PAS identity on alternative pA site usage

The efficiency of cleavage and polyadenylation is affected by the strength of the underlying PAS [46, 47]. For example, proximal bypassed pAs found in 3′ UTRs generally exhibit weaker PAS, as evidenced by a lower percentage of such sites bearing a canonical AAUAAA PAS [34, 48]. To assess trends of *Drosophila* PAS strength observed from previous studies of small sets of EST-derived ends [32], we searched for differences in PAS identity in the 50-nucleotide windows upstream of our atlas of pA sites. We divided sites according to their residence in genes according to single vs multiple ends, and according to their tissue-specific APA properties.

When we consider pA sites of single end genes, we observe strong over-representation of the canonical PAS (66%; Fig. 6a). Amongst the terminal pA sites of 3′ UTRs that undergo APA, we also observe similar enrichment of stronger PAS, although to a lesser extent (34%, *p* = 2E-312, Fisher’s exact test). However, proximal alternative pA sites distinctly carried a lower proportion of canonical PAS compared to distal pA sites (28 vs 52%, *p* = 1E-298), with higher frequencies of weak variants (Fig. 6a). This confirms our previous finding of reduced levels of canonical AAUAAA upstream of “bypassable” pA sites in *Drosophila* [6] and the general understanding that proximal pA sites found in 3′ UTRs are associated with weaker PAS [21]. We also evaluated these three classes of pA sites for differences in DSE composition. We observed that proximal pA sites specifically exhibited moderately weaker DSE enrichment than the other two classes (Additional file 1: Figure S11), consistent with the notion that this contributes to their capacity to be bypassed under certain conditions.

**Fig. 6:**
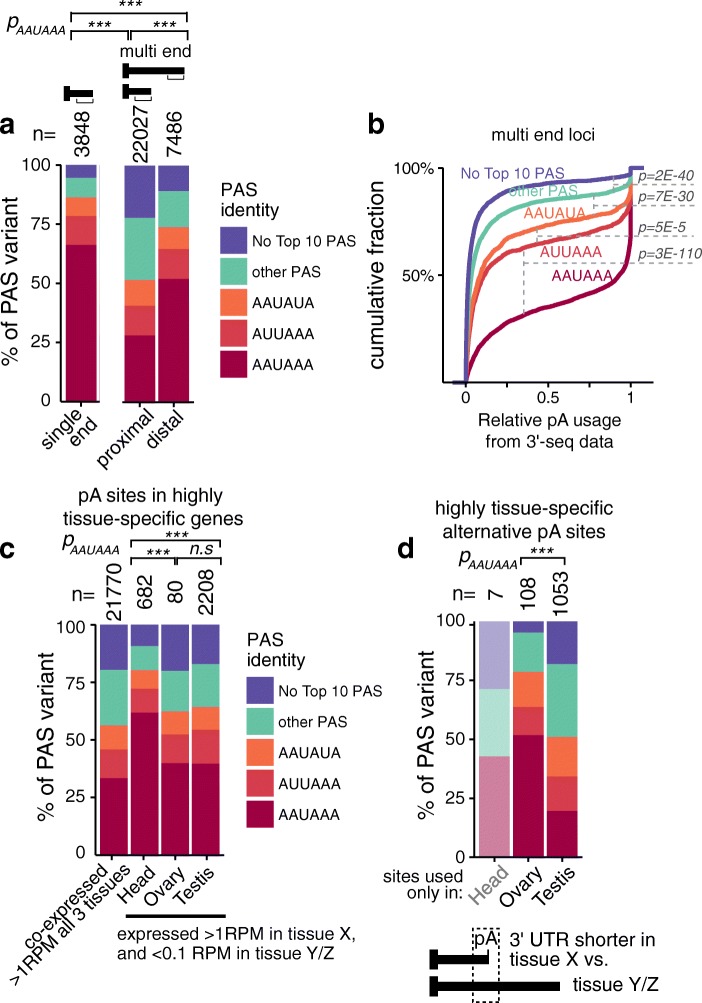
Distinctive properties of alternative and tissue-specific poly(A) sites. **a** Percentages of PAS types present in the 50-nucleotide window upstream of the pA site. pA sites were divided based on 3′ UTR class and position. *Single end*, pA sites that define the 3′ end of genes with only evidence of single terminal 3′ UTR isoform; *proximal*, pA sites found in the 3′ UTR of genes that undergo APA, all pA sites upstream of the most distal one; *distal*, the last pA sites of terminal 3′ UTRs that undergo APA. Proximal sites of APA genes exhibit distinctively lower fraction of optimal PAS. **b** Empirical cumulative distribution functions (ECDF) of the relative strength of all pA sites in terminal 3′ UTRs subdivided by the identity of the PAS (as shown in the legend on the *left*) in the 50 nucleotides upstream of the cleavage site. The relative strength score represents the fraction of isoforms ending at a specific site compared to downstream sites. This was calculated from the fraction of reads at each pA out of all reads at that site or downstream ones. The relative pA site usage of each PAS variant class compartmentalizes well according to their known efficiency of cleavage. The significant differences of the relative strength score among PAS identities were calculated by Wilcoxon rank-sum tests. **c** Analysis of PAS identity within tissue-specific genes. We compared genes that were co-expressed in the three tissues (> 1 RPM in head, ovary, and testis) vs ones that were deemed tissue-specific (> 1 RPM in one of these tissues, < 0.1 RPM in the other two). All PAS in these tissue-specific genes were plotted. The head utilizes a distinctively elevated fraction of optimal PAS. **d** Analysis of PAS identity at tissue-dominant pA sites. Percentages of PAS types that present in the 50-nucleotide window upstream of the pA site. pAs were divided based on tissue dominance in either head (*n* = 7), ovary (*n* = 108), or testis (*n* = 1053). Data for the head are opaque since so few available sites are head-specific. Testis APA sites utilize a broader range of suboptimal PAS compared to ovary APA sites. *** *p* < 0.0005; n.s. *p* > 0.05

Recently, it was reported that RNA structures are more highly enriched in the space between the PAS and the cleavage site as a function of distance, playing a role in 3′ end processing by juxtaposing PAS and cleavage sites [49]. We analyzed the structure-forming potential between the canonical PAS AAUAAA and the resulting pA cleavage sites as a function of distance between the two elements. Indeed, we observed that pA cleavage sites that have AAUAAA PAS at a greater distance (> 30 nucleotides) showed more stable structure-forming potentials between PAS and cleavage site compared to AAUAAA PAS which were more proximal to the cleavage site (< 30 nucleotides) (*p* < 0.04). pA events that lack any of the top ten PAS hexamers upstream of the cleavage site in a 100-nucleotide window show no structure-forming potentials compared to shuffled sequences (*p* < 1E-9; Additional file 1: Figure S12). This supports the concept that structured elements might bring PAS that are further away from the cleavage site (> 30 nucleotides) into closer proximity to sites of endonucleolytic cleavage to mediate effective 3′ end formation.

To test for correlation between PAS identity and 3′ UTR isoform expression, we determined the relative strength score at each pA site, which represents the fraction of isoforms ending at a specific site compared to downstream sites. This was calculated from the fraction of reads at each pA site out of all reads at that site or downstream. When we look at the cumulative relative strength distribution of pAs according to PAS, we observe that known stronger PAS variants correlate well with their relative functional usage (Fig. 6b). Indeed, the PAS variants separate completely in their CDF profiles as AAUAAA > AUUAAA > AAUAUA > other common PAS variants > no common PAS variants. These findings are remarkable considering there are many other post-transcriptional regulatory reasons that could determine the final steady-state levels of a given transcript observed in cells [50], yet core PAS identity proved to have a strong observable impact.

Overall, these results confirm that, in *Drosophila*, as in other eukaryotes, core 3′ end formation sequences and structures likely contribute to generation of alternative 3′ end isoforms and PAS identity contributes to the final relative steady state levels observed for individual isoforms.

### Impact of PAS identity on tissue-specific pA site usage

We next examined if there were differences in pA sites of tissue-specific termini. These can exist in genes that are inherently tissue-specifically expressed, or that are more broadly expressed but undergo tissue-specific APA. To start, we isolated genes that were specific to head, ovary, or testis (i.e., expressed in one of these tissues at > 1 RPM and < 0.1 RPM in the two companion tissues) and compared these to broadly expressed genes (> 1 RPM in all three tissues). 

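By these thresholds, 179 genes were specific to head, 20 to ovary, and 774 to testis in 3′-seq, and 7289 genes were over 1 RPM in all 3 tissues. The upper threshold of 0.1 RPM lies below the level that 1 read gives in head (0.107 RPM) and in testis (0.212 RPM), while 1 read in ovary gives 0.0880 RPM. Genes specific to ovary thus have no read in head and testis, while those specific to head or testis can have 1 read in ovary. With the upper threshold at 0.5 RPM, the choice that moved these numbers most, 468 genes were specific to head, 69 to ovary, and 1559 to testis. The median level of the specific genes in their tissue was 7.90 RPM for head, 4.58 RPM for ovary, and 61.3 RPM for testis.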

When we plotted PAS frequencies amongst the pA sites in these cohorts, we specifically observed increased usage of canonical AAUAAA amongst head-specific genes (Fig. 6c) (head, 62%; ovary, 40%; testis, 40%; *p*_H vs O_ = 2.6e-4, *p*_H vs T_ = 3.2E-24, *p*_O vs T_ = 1, Fisher’s exact test). A higher stringency in pA site definition in head would be consistent with a propensity to express longer 3′ UTR isoforms in the nervous system by skipping suboptimal pA sites.

Given that the strength of the PAS can influence the relative levels of 3′ UTR isoform accumulation [46, 47, 51], we asked if there was a correlation between tissue-specific 3′ UTR isoform expression and putative pA strength. To do so, we identified cohorts of tissue dominant pA sites, defined as those with at least 30% higher relative strength in one tissue compared to the other two tissues, based on strength scores derived for each tissue. There were barely any head-dominant pA sites (7), consistent with prior observations that head predominantly undergoes lengthening (Figs. 2 and 4), and may have more stringent rules for pA site recognition (Fig. 6c). On the other hand, we identify a much greater number of testis-dominant pA sites (1053) compared to ovary (108), suggesting that testis has idiosyncratic rules for PAS recognition. When we look at the PAS upstream of these tissue-specific pA sites, we notice that the dominant ends in testis have much less canonical AAUAAA PAS usage compared to ovary (20 vs 52%, *p* = 3E-12; Fig. 6d). These data provide evidence that the *Drosophila* testis has relaxed rules for recognition of pA sites.

### Sequence divergence in *cis*-regulatory motifs drive evolutionary changes in APA

Given the observed patterns of conservation of 3′ UTR isoform expression (Fig. 4), we investigated pA site evolution by leveraging pair-wise sequence alignments. We took advantage of the liftOver tool developed by the UCSC Genome Browser group (https://genome.ucsc.edu/cgi-bin/hgLiftOver) to identify syntenic positions of *D. melanogaster* 3′ ends of terminal 3′ UTR isoforms in either the *D. yakuba* or *D. virilis* genomes. We defined a 3′ end event as functionally conserved if we could find an orthologous event in the other species within 25 nucleotides (Fig. 7a). Of 35,986 sites falling in terminal 3′ UTRs, 16,884 were functionally conserved in *D. yakuba* (48%) while 8515 were conserved in *D. virilis* (22%). It is worth noting that 68% of functionally conserved events between *D. melanogaster* and *D. yakuba*, are positionally at exactly the same nucleotide (Fig. 7b), while 26% of sites exhibit nucleotide-level syntenic conservation out to *D. virilis* (Fig. 7c). These relative proportions correlate with the relative evolutionary distances amongst these species. Our ability to map such large numbers of functionally conserved sites to the nucleotide emphasizes the precision with which our subsequent evolutionary analysis is based upon, and also serves to validate our overall pipeline for calling 3′ end events from deep sequencing data.

**Fig. 7:**
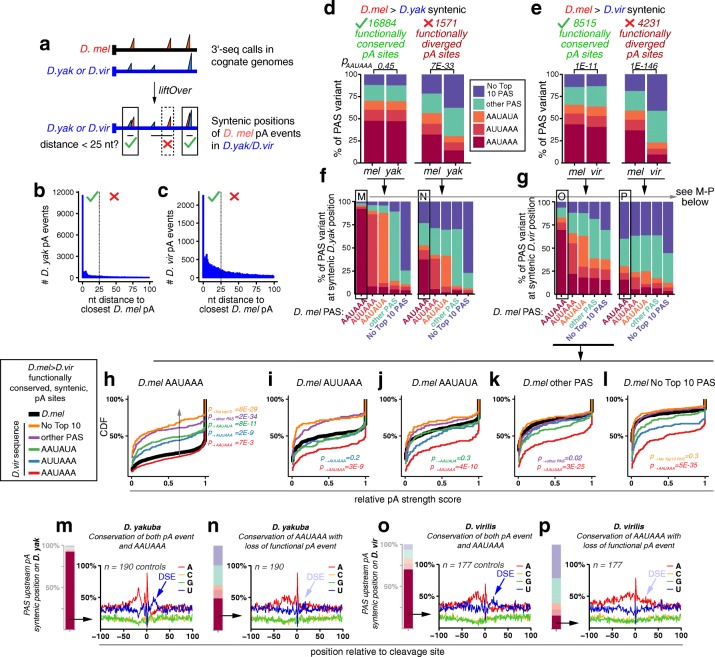
Evolutionary divergence of core poly(A) motifs has strong impact on poly(A) site usage. **a** The pipeline for conservation analysis. *D. melanogaster* pA sites were taken and syntenic locations on the genome of the species in the comparison were obtained using liftOver. *D. melanogaster* pA sites were considered functionally conserved if the syntenic position was within 25 bp of a 3′-seq annotated 3′ end in the compared species. **b**, **c** Numbers of *D. melanogaster* functional pA sites annotated to their closest functional pA sites in *D. yakuba* (**b**) or *D. virilis* (**c**). The most frequent occurrence is for precise synteny of functionally called pA sites at the nucleotide level. **d** Comparison of *D. melanogaster* and *D. yakuba* sites. Amongst functionally conserved sites, the distribution of PAS identities is similar in the two species. Amongst functionally divergent sites, where the syntenic position in *D. yakuba* is no longer a functional pA site, the PAS quality deteriorates. **e** Comparison of *D. melanogaster* and *D. virilis* sites. Similar trends are observed as above. **f** Comparison of *D. melanogaster* and *D. yakuba* sites, subdivided by PAS type. The pA site in *D. melanogaster* is noted below, and the *bar* represents the distribution of syntenic PAS sites in *D. yakuba*. The PAS site types are color coded as above. **g** Comparison of *D. melanogaster* and *D. virilis* sites, subdivided by PAS type. In **f** and **g**, the sites boxed and labeled *M–P* are analyzed in the corresponding panels below. **h**–**l** Relative strength of pA sites change according to change in PAS identity during evolution. These data were plotted as empirical cumulative distribution functions of the relative strength in head of conserved pA sites between *D. melanogaster* and *D. virilis*, i.e., the sites take from the left set of panels in **g**. Different graphs are subsets of conserved pA sites according to the identity of the original *D. melanogaster* PAS. The relative strength distribution of the original pAs in *D. melanogaster* is shown as a *thick black line*. Relative strength of the conserved pA sites in *D. virilis* are plotted according to PAS identity of conserved pAs in that species (*colored lines*). At functionally conserved, syntenic, pA sites, specific changes in PAS identity correlate perfectly with changes in the relative pA site usage, depending on whether the site has become stronger or weaker during evolution. The significant differences of the relative strength score between *D. melanogaster* PAS and converted *D. virilis* identities were calculated by Wilcoxon rank-sum tests. **m**–**p** Loss of a U-rich DSE is associated with loss of cleavage and polyadenylation at syntenic sites with conserved AAUAAA PAS. Nucleotide distribution around syntenic positions of *D. melanogaster* pA sites in either *D. yakuba* (**m**, **n**) or *D. virilis* (**o**, **p**). **m** Control set of functionally conserved pA sites in *D. yakuba* with canonical AAUAAA exhibits the expected pattern of nucleotide bias surrounding cleavage sites, including a strong downstream sequence element (*DSE*, *blue arrow*). **n** Nonfunctional *D. yakuba* sites that are syntenic to functional *D. melanogaster* pA sites and retain AAUAAA lack DSEs. **o**, **p** Similar comparisons of control (**o**) and nonfunctional *D. virilis* sites that are syntenic to functional *D. melanogaster* pA sites and retain AAUAAA (**p**) show loss of DSE in the latter. The barplots at the left of **m**–**p** indicate the PAS variant fractions; the AAUAAA type was used only for this analysis

We next interrogated the degree to which PAS motifs were preserved at functionally conserved pA sites. To do so, we compared the PAS upstream of *D. melanogaster* pA events to the PAS upstream of the syntenic position in the other species. The overall distribution of PAS sequence variants was similar upstream of the collection of syntenic, functionally conserved events between *D. melanogaster* and both *D. yakuba* (for canonical AAUAAA, 48 vs 48%, *p* = 0.45, Fisher’s exact test) and *D. virilis* (46 vs 41%, *p* = 3.9E-11), whereas there was substantial divergence in *D. yakuba* (32 vs 14%, *p* = 7.1E-33) and *D. virilis* (37 vs 9%, *p* = 1.1E-146) at the respective locations of pA sites that had lost functionality (Fig. 7d, e). To gain further insight, we examined the conservation of each subclass of PAS variant. In *D. yakuba*, we observe striking conservation of the exact PAS found upstream of the *D. melanogaster* site, for each class ranging from strong to weak variants (~90% for canonical AAUAAA and ~ 75% for weaker PAS) (Fig. 7f). In *D. virilis*, we only find the canonical AAUAAA unchanged at functionally conserved, syntenic positions ~ 70% of the time, while the weaker variants appear to be conserved at the sequence level only ~ 30% of the time. Curiously, we also observe a higher degree of weaker PAS converting to a stronger AAUAAA at these functionally conserved syntenic sites in *D. virilis* (22%) compared to *D. yakuba* (7%) (*p* = 7E-138; Fig. 7g).

Such a directional change might make sense if there was an accompanying change in expression usage of these ends, given that we have observed such a correlation within an individual species (Fig. 6b). We therefore tested if alteration in PAS quality during evolution can impact isoform usage, bearing in mind that, in each case, we are testing pairs of functionally conserved sites defined from experimental data in both species. To our knowledge, such an analysis has not been previously attempted at the genome scale. To do so, we analyzed the cumulative distribution of the relative strength of PAS that change in identity. We focused on the comparison between *D. melanogaster* and *D. virilis*, the most evolutionarily divergent pair, for which the largest number of evolving, yet functionally conserved, sites was available (sites from Fig. 7g, left panel set, replotted in Fig. 7h–l separated by PAS evolutionary change type).

We were pleased to observe very clear results in all comparisons, which reflected decrease or increase in relative pA site usage in accordance with evolutionary change in PAS strength (Fig. 7h–l). For example, for *D. melanogaster* pA sites that bear AAUAAA, but have a different variant at the syntenic position in *D. virilis*, the relative strength of those sites decreases in the same ordered fashion (Fig. 7h) expected as their overall relative site strength observed across all *D. melanogaster* pA sites (Fig. 6b). On the other hand, the weakest sites in *D. melanogaster* (lacking a top PAS) exhibit reciprocal behavior. Their functional counterparts in *D. virilis* exhibit stronger levels of recognition when their PAS is stronger (Fig. 7l)—e.g., when the corresponding PAS in *D. virilis* is AAUAAA (*p* = 5E-35)—while the *D. virilis* sites behave similarly to the ones in *D. melanogaster* when there is no top ten PAS (*p* = 0.3). All of the intermediate pA sites can be seen to evolve into correspondingly functionally weaker or stronger sites (Fig. 7i–k). These analyses reveal the importance of PAS identity in influencing the degree of pA site recognition in vivo and demonstrate that nucleotide-level changes in the PAS can drive measurable changes in APA isoform usage during evolution.

We also explored the conservation of other elements, such as the DSE. To this end, we were intrigued by a population of functionally divergent pA sites that, nonetheless, can be mapped to syntenic positions between *D. melanogaster* and other fly species and in particular retain the canonical AAUAAA PAS (Fig. 7f, g, boxed bars). What can explain the change in their utilization? We plotted the nucleotide composition surrounding these cleavage sites and compared them to equivalent numbers of control sites that are functionally conserved between the respective species and also retain AAUAAA. In *D. yakuba*, control conserved pA sites (Fig. 7m) mirror what we observed in *D. melanogaster* (Fig. 1b), that is, we observe the upstream A-rich sequence reflecting the PAS and the downstream U-rich sequence indicative of the DSE. However, the nucleotide composition at the *D. yakuba* sites that retain AAUAAA but are not functionally utilized is noticeably different, in that there is less evidence of DSEs (Fig. 7n). We repeated this analysis for *D. melanogaster* functional sites that are not recognized in *D. virilis* yet retain AAUAAA and obtained a similar view. Control *D. virilis* 3′ ends exhibit a prominent DSE (Fig. 7o), whereas locations that lack 3′ end evidence in the face of an optimal PAS clearly lack a DSE (Fig. 7p).

Overall, these species data comprise an enormous in vivo mutagenesis experiment, from which we have been able to use quantitative data from deep sequencing of 3′ ends to compile broad information on specific *cis*-alterations associated with evolutionary changes in alternative polyadenylation usage. Perhaps surprisingly, we document that a substantial amount of evolutionary divergence can be explained simply by specific divergence within PAS and/or DSE motifs. Although it is certainly the case that 3′ end formation is influenced by auxiliary RNA-binding proteins that influence the activity of the core polyadenylation CPA machinery, these data suggest that a major driver of evolutionary change in APA isoform usage is mediated directly through changing the efficiency of recognition by the CPA activity at a given pA site.

## Discussion

### Comprehensive atlases of 3′ UTR isoforms across multiple *Drosophila* species

Despite almost two decades of genome-wide efforts to annotate the *Drosophila* transcriptome, the 3′ ends of genes have eluded careful characterization [52]. This is the case despite recent reports of tissue-specific expression of specific 3′ end isoforms in *Drosophila* and RNA-seq based estimates of 3′ end isoform complexity that suggested that ~ 50% of genes express multiple 3′ end isoforms [6, 17]. Here, we deploy a 3′-seq protocol that we developed to generate a genome-wide atlas of sites of polyadenylation. We expand the number of genes that undergo APA to more than 65% of all genes, bringing *Drosophila* in line with what has been observed in other high eukaryotes [26]. We provide an atlas of 3′ end isoforms that covers 97% of all expressed genes, which we hope will be incorporated in a future annotation of *D. melanogaster*. Additionally, we generated 3′ end annotation of head, ovary, and testis, as well as time-points that cover all of embryonic development, for two additional species of *Drosophila*.

These combined datasets should be of general utility to both the *Drosophila* community as well as scientists interested in investigating aspects of the evolutionary conservation of 3′ UTR isoform expression and formation. We will work to incorporate our pA site annotations in public databases (e.g., UCSC Genome Browser, FlyBase) so that our revised gene models are broadly accessible. These data can have substantial impact for considering the post-transcriptional regulation of genes of interest. For example, we and others have shown how the realization of previously unannotated *Drosophila* neural 3′ UTR extensions helped elucidate critical miRNA biology, sometimes mediated via alternative aspects of 3′ UTRs [44, 53, 54]. The broadened catalogs of deeply conserved miRNA/RBP binding sites in *Drosophila* that we provide in this study via our updated 3′ UTR annotations can guide future studies of post-transcriptional regulation, especially in the nervous system. For those interested in the *Drosophila* genomics, our 3′-seq data can undoubtedly be mined in many additional ways. For example, while we focused this study on alternative 3′ UTRs of protein-coding genes, there are populations of intronic events (Fig. 1) that can be further interrogated to characterize intronic polyadenylation. In addition, there is another population of apparent intergenic events (Fig. 1) that presumably correspond to currently unannotated transcripts, and may include non-coding RNAs. Indeed, manual browsing indicates directional enrichment of RNA-seq signal upstream of many such intergenic events. In the future, these 3′-seq data can be integrated with other transcriptome and genome-wide datasets to further characterize RNA processing across *Drosophila* species.

It is important to note that 3′-seq data, as well as all data obtained using short read-based RNA sequencing technologies, allow one to infer mRNA isoforms but have limitations for direct understanding of the complexity of underlying transcript isoforms. For example, emerging long read sequencing technologies will be needed to obtain evidence of the connectivity of different promoter isoforms and splice isoforms with 3′ isoforms, knowledge that is mostly unavailable with current platforms. In light of growing mechanistic connections between transcription, splicing, and 3′ end processing, it will be critical in the future to have awareness of full-length transcript structures.

### Complex landscapes of 3′ UTR isoform expression in *Drosophila*

Despite the lack of a next-generation sequencing-based annotation of *Drosophila* APA isoforms, the character of the most utilized PAS was already investigated through analysis of EST data [32, 33]. Strikingly, these early analyses were already able to define the PAS strength hierarchy that we identify in our study. Not surprisingly, the AAUAAA hexamer acts as the canonical PAS in *Drosophila* as in all other higher eukaryotes investigated to date, and as predicted at the time of its discovery in 1976 [55]. We confirm the previous observation of a significant use of the AAUAUA hexamer in *Drosophila* and identify this variant upstream of 10% of all pAs. Interestingly, this PAS does not appear to be significantly present upstream of cleavage sites in either *C. elegans* [34] or humans [35]. This PAS appears to be functional in *Drosophila*, as shown in experiments that mutated the proximal AAUAUA of *Dl* to AAGAGA, causing loss of proximal 3′ UTR isoform expression and sole recognition of the distal PAS [56]. The higher use of the AAUAUA PAS to define 3′ ends in *Drosophila*, and perhaps in insects more generally, raises questions about the nature of the increase in recognition of this specific variant. Future studies will be needed to understand the molecular basis of this increase in recognition, which could occur through a difference in the specificity of the cleavage and polyadenylation machinery in *Drosophila* or the binding of RBPs that cooperate with recognition of this PAS, among several possible mechanisms.

One of the most intriguing aspects of the expression of APA isoforms in eukaryotes is the specific accumulation of isoforms in a tissue- and length-specific manner. This was observed early on through EST data analysis [48, 57], which was subsequently confirmed through sequencing of 3′ end isoforms [34, 35] and RNA-seq analysis [6]. We greatly expand the number of genes that express 3′ UTR isoforms in a tissue-specific manner in *Drosophila*. Confirming our previous observations, head samples express longer 3′ UTR isoforms when compared to all tissues we analyzed, and indeed we identify hundreds of additional genes exhibiting this pattern of expression. However, not all transcripts that express longer isoforms in head samples are head specific, as many of these appear to be expressed in an analogous manner in somatic tissues found in carcass and cell lines. We identify a previously unrecognized program of ovary-specific shortening events that are carried into the maternally deposited transcriptome. As an ovary 3′ UTR shortening program was also observed in zebrafish [23], this raises the possibility of a conserved mechanistic strategy and/or developmental utilization of this APA program. As the 3′ UTRs of these maternally deposited transcripts rapidly lengthen with the advent of zygotic transcription, it will be interesting to investigate whether there is a functional role of APA to specifically modulate the maternal transcriptome during this developmental transition [58].

Germline expression of specific 3′ UTR isoforms appears to be very complex and subject to change in evolution. For example, expression of ovary-specific short isoforms occurs in zebrafish, where these isoforms are found to be the shortest amongst all tissues analyzed, including testis, while in *Drosophila* we observe the shortest 3′ UTR expression pattern in testis. On the other hand, the expression of shorter 3′ UTRs in testis appears to be more conserved amongst metazoan organisms [59–61]; however, these are possibly more labile to evolution of the specific termini. We find that the *Drosophila* testis appears to have relaxed rules regarding its ability to recognize suboptimal PAS motifs that are not utilized in other tissues. In mammals, it has been suggested that an open chromatin state may contribute to the proficiency of testis for efficient utilization of early PAS to generate short 3′ UTRs [60]. Overall, the role that these tissue-specific dynamics play in biology is just beginning to emerge and should continue to be an active field of investigation.

### Conservation and evolution of APA in *Drosophila*

Conservation of sites of cleavage and polyadenylation has been investigated in mammalian systems [35], showing conservation of tissue-specific patterns. Here, we provide 3′ end evidence for head, ovary, and testis of three different species of *Drosophila*, at a depth much greater than previously achieved in studies of evolutionary conservation of APA [35], allowing deeper analysis of site-specific conservation. Our analysis begins to mine this rich dataset, demonstrating great conservation of patterns of longer 3′ UTR expression in heads and shortest in testis. Furthermore, we identify many syntenic positions that are conserved for 3′ end formation between species and observe a strong role of the PAS and DSEs in mediating conservation or change in the degree of pA recognition. This is only the beginning of an analysis that promises to uncover important *cis*-regulatory elements that mediate tissue-specific accumulation of 3′ end isoforms.

A recent study of quantitative trait loci that affect the expression of alternative 3′ UTR isoforms uncovered many sites under genetic control, identifying variants that cluster around pAs as well as putative RBP binding motifs that appear to have a role in specific 3′ end isoform expression [19]. This and our study confirm the importance of *cis*-regulatory elements in modulating the expression of specific isoforms, some of which play significant biological function in vivo [19]. Our comprehensive annotation of 3′ UTRs in *Drosophila* sets the base for using the fly as a model for understanding the regulation of tissue-specific APA and the functional ramifications of this complex phenomenon in multiple aspects of biology.

## Conclusions

In this study, we provide a comprehensive genomewide annotation and analysis of 3' end mRNA isoforms in three Drosophila species, including dozens of developmental/tissue/cell line 3'-seq datasets in the flagship model fruitfly D. melanogaster. We identify >100K novel 3' termini across these species, and dramatically expand the number of genes known to undergo APA. Furthermore, we identify hundreds of additional genes that exhibit developmental and/or tissue specific expression of 3' UTR isoforms, confirming expression of longer isoforms in head and shorter ones in testis while also uncovering specific shortening of 3' UTRs in ovary. Evolutionary comparisons demonstrate broad conservation in overall patterns of tissue specific APA, but also reveal both conservation and divergence of specific cis elements that direct pA recognition. Additionally, we show that novel annotated 3' UTRs participate in conserved post-transcriptional regulatory networks for miRNAs and RBPs. These analyses only scratch the surface of what can be done with these extensive datasets, and we hope the broader scientific community will take advantage of this rich resource to advance our understanding of 3' end formation and the biological implications of developmental and tissue specific 3' UTR expression and regulation. 

## Methods

### Cell and tissue sample preparation

Total RNA was obtained using TRIzol according to manufacturer guidelines. Samples for head were isolated from 2–5-day-old *D. melanogaster* (*Canton S*), *D. yakuba*, or *D. virilis* mated female flies by cutting precisely at the head, which mostly excluded the thoracic ventral nerve cord. Ovary and testis samples were also isolated from 2–5-day-old *D. melanogaster* (Canton S), *D. yakuba*, or *D. virilis* flies. For embryo collection, 2–5-day-old flies were raised on apple juice agar plates on yeast paste for the required time windows (*D. melanogaster*, 0–45′, 45–90′, 90′–6 h, 6–12 h, 12–18 h, 18–24 h; *D. yakuba*, 0–12 h, 12–24 h; *D. virilis*, 0–12 h, 12–24 h, 24–36 h, 36–48 h). Whole flies were 2–5-day-old mated males or females. Carcass samples of 2–5-day-old females or males were obtained by cutting off and excluding the head and by removing either the ovaries or the testes. OSS cells were cultured as described [62] and the remainder of cell line RNA samples were obtained as part of the modENCODE project [63]. The same RNA samples were used for preparing RNA-seq and 3′-seq libraries.

### 3′-Seq library preparation, mapping, and atlas generation

We used our recently published strategy to generate 3′-seq libraries and the computational workflow to analyze the data [29]. Briefly, 3′-seq libraries were prepared using 2 μg of total RNA as starting material. The total RNA was chemically fragmented and custom oligo-dT primers were used to capture and synthesize cDNA representing the junction of the poly(A) tail and the 3′ end of RNAs. The cDNAs were sequenced using an Illumina HiSeq-1000 sequencer with SE-50 mode. The data were mapped onto the genome assemblies and 3′ end clusters were derived and quantified within a 25-bp window as described [29].

### RNA-seq library preparation and mapping

Total RNA-seq libraries were prepared using the Illumina TruSeq Stranded Total RNA Library Prep Kit (catalog number RS-122-2201) starting with 1 μg of total RNA in water. The protocol was followed exactly as per the manufacturer’s instructions. The libraries were sequenced on an Illumina HiSeq-1000 sequencer. Total RNA-seq data generated from the current study as well as the available modENCODE RNA-seq data (SRP001696) were mapped to the corresponding UCSC genome assemblies: *Drosophila melanogaster* (dm6), *Drosophila yakuba* (dyak3), and *Drosophila virilis* (dvir3). HISAT2 aligner was used for the alignment with default parameters [64].

### Expression quantification

Gene expression was quantified using RNA-seq or 3′-seq employing the trimmed mean of M-value (TMM) normalization method using the edgeR/Limma Bioconductor library [65]. The voom method of Limma [66] was used to correct for the Poisson noise due to the discrete counts of RNA-seq. Gene counts of either RNA-seq or 3′-seq, using our extended annotation (Additional file 5: Table S3), were computed using FeatureCounts [67]. Differential gene expression analysis was performed using a standard workflow using the DESeq2 [68] package in Bioconductor.

### Assignment of 3′ ends to genomic features

3′ Ends were assigned to genomic features in the order 3′ UTR > CDS > 5′ UTR > intron. For genes that had more than one 3′ UTR annotation, the 3′ UTR with the most distal 5′ start coupled with the furthest 3′ end annotation was classified as the terminal 3′ UTR and was used in the downstream analysis. 3′ UTR annotations that result from recognition of pAs in introns were excluded from the analysis but are reported in Additional file 3: Table S2. If an end overlapped two different gene loci in the same orientation, the end was classified as ambiguous and excluded from downstream analysis. If the end did not overlap any existing annotation it was initially flagged as intergenic. We rescued ends falling 3′ of an annotation within a 5-kb window if a matched RNAseq sample had continuous coverage in the window between the annotation and the 3′ end. The coverage was assessed using isoSCM [16], creating annotations of 3′ UTRs based on RNAseq allowing for gaps that are less than 100 nucleotides. These ends set the 3′ limit of our extended terminal 3′ UTR annotation (Additional file 5: Table S3).

### Analysis of features around 3′ ends

To assess sequence composition around cleavage sites, nucleotide distributions were computed around the cleavage site. To identify the most common PAS upstream or DSE downstream of the cleavage site, we looked for the most represented hexamer in a 50-nucleotide window upstream or downstream of the cleavage site. Once this was identified, we removed those ends and repeated the process again until we identified the top ten enriched hexamers for either PAS or DSE.

To compare structure-forming potentials of distal and proximal PAS, the distances between canonical PAS, AAUAAA, and poly(A) cleavage sites were examined within 30, 50, and 100 nucleotides separately. To avoid influence of the weaker PAS, we required no major top ten PAS were found in shorter distances when examining the longer distances. We predicted structures using RNAfold in the ViennaRNA package [69] and the ensemble free energy was calculated for each sequence with a parameter of –p0 –noPS and normalized by the sequence length. As a control, we shuffled each sequence by preserving the dinucleotide composition.

### Identification of genes that express alternative 3′ UTR isoforms

For this and all downstream analyses, we analyzed 3′ ends in the 3′-most terminal 3′ UTR as described above, and we additionally excluded all genes that contain annotated introns in the 3′ UTR. To assess the pattern of 3′ UTR expression for a given gene, we calculated a weighted 3′ UTR length metric, as previously reported [23]. Briefly, we took the average of all 3′ UTR isoform lengths per gene weighted by the 3′-seq expression contribution of each isoform. The genes expressing alternative 3′ UTR isoforms between two samples were defined by a differential weighted 3′ UTR length greater than 100 bp and an expression of greater than 5 RPM in both samples.

### Analysis of 3′ end relative strength

We calculated relative strength scores for each 3′ end in terminal 3′ UTRs undergoing APA. The relative strength at each site was calculated by normalizing expression of the end by the total expression at the site and all downstream recognized sites. A relative strength of 1 signifies that no isoforms for the specific gene are detected beyond that site (max strength) and a score of 0 means that the site is not recognized while downstream ones are. We calculated the difference in strength between the same pA site in two different samples by taking the difference of the relative strength scores for the ends that were recognized in both samples being compared.

### Analysis of orthologous 3′ ends

For this analysis, we only considered ends that had as evidence at least three reads in the head, ovary, and testis libraries, as these three tissues were sequenced in all three species. To identify the syntenic sites between *D. melanogaster* and *D. yakuba* or *D. virilis* we used the UCSC liftOver tool. pA sites that were ±25 nucleotides from the lifted *D. melanogaster* end and were reciprocal best matches when the proposed syntenic site from the other species was lifted back onto the *D. melanogaster* genome were considered functionally conserved. Additionally, we only analyzed ends on terminal 3′ UTRs that have defined orthologs in all three species (9844 genes; Additional file 22: Table S15).

To identify the genes that show a similar pattern of 3′ UTR expression between tissues, we considered the genes that are orthologous in all three species and that are expressed at 5 RPM minimum in both tissues and in all three species.

### miRNA target and RBP motif prediction

We used TargetScanS software [70] to predict miRNA target sites in terminal 3′ UTRs with extended 3′ ends derived in this study (Additional file 6: Table S4). For the deeply conserved miRNA sites, site conservation is defined by 9 out of these 12 species (*D. melanogaster*, *D. simulans*, *D. sechellia*, *D. yakuba*, *D. erecta*, *D. ananassae*, *D. pseudoobscura*, *D. persimilis*, *D. willistoni*, *D. virilis*, *D. mojavensis*, *D. grimshawi*), at least one of which had to be a *virilis-group* species (*D. virilis*, *D. grimshawi*, *D. mojavensis*). Only the strong seeds 7mer-m8 and 8mer were considered. Position weight matrices (PWMs) for RBPs were taken from [71], and the fimo program in The MEME Suite (http://meme-suite.org/) was used to scan RBP sites in the annotated 3′ UTRs. The RBP site conservation is defined by presence in at least 3/5 *melanogaster-subgroup* species (*D. melanogaster*, *D. simulans*, *D. sechellia*, *D. yakuba*, and *D. erecta*) along with at least one *obscura-group* species (*D. pseudoobscura*, *D. persimilis*) with one mismatch allowed.

### Data accessibility

The datasets generated and analyzed during the current study are available at the NCBI GEO repository (GSE101603) [72].

## Additional files

Additional file 1: Figures S1–S12. **Figure S1.** Correlation of gene expression measurements derived using either RNA-seq or 3′-seq of matched ovary or testis samples. **Figure S2.** Principal component analysis of 3′-seq and RNA-seq data. **Figure S3.** Distribution of reads and 3′ ends onto genomic features. **Figure S4.** Examples of a gene with diverse APA patterns. **Figure S5.** Rare events maintain a signature of bona fide 3′ ends. **Figure S6.** Un-scaled analysis of weighted 3′ UTR length. **Figure S7.** Additional examples of APA dynamics in cell lines. **Figure S8.** APA dynamics during embryogenesis. **Figure S9.** Nucleotide distribution around *D. yakuba* and *D. virilis* 3′ ends. **Figure S10.** Numbers of additional miRNA sites and example of deeply conserved targets. **Figure S11.** Nucleotide distribution around *D. melanogaster* 3′ ends subdivided by class. **Figure S12.** Comparison of structural forming potential of the proximal and distal PAS-polyA regions.

Additional file 2: Table S1. 3′-Seq and RNA-seq datasets generated and used in this study with corresponding mapping statistics.

Additional file 3: Table S2. Coordinates of 3′ ends of *D. melanogaster*, *D. yakuba*, and *D. virilis*. Ends are associated with genes and respective genomic features or with intergenic space. Counts supporting the end in each tissue are reported. The tables can be found as gtf files in Additional files 4, 14, and 15.

Additional file 4: GTF file of coordinates of the *D. melanogaster* 3′ ends identified in this study. The attribute field lists the same information as given in Additional file 3: Table S2, including counts for all libraries. (BZ2 1645 kb)

Additional file 5: Table S3. Coordinates of terminal 3′ UTRs for *D. melanogaster*, *D. yakuba*, and *D. virilis* used in this study. Terminal 3′ UTRs that were extended in this study are reported with the new coordinates and flagged as extended when 3′ end and RNA-seq evidence was present to extend existing gene models as described in the “Methods” section.

Additional file 6: Table S4. Coordinates of major 3′ end isoforms of *D. melanogaster* terminal 3′ UTRs. 3′ Ends in terminal 3′ UTRs were filtered according to expression level. Ends are reported here if they constituted at least 5% of total expression detected on the terminal 3′ UTR of each locus in at least one of the sequenced libraries. The table is also available as a gtf file in Additional file 7.

Additional file 7: GTF file of coordinates of the *D. melanogaster* major terminal 3′ UTR isoform ends as given in Additional file 6: Table S4. (BZ2 243 kb)

Additional file 8: Table S5. List of genes that are longer in *D. melanogaster* head compared to ovary or testis. The genes for which the weighted 3′ UTR length is more than 100 bp in head compared to ovary or testis are reported. The weighted 3′ UTR length in each tissue and the difference for each comparison are reported.

Additional file 9: Table S6. List of gonad-specific shortened genes. The table provides the genes for which the weighted terminal 3′ UTR length is more than 100 bp shorter in ovary compared to both S2 cells and male carcass or more than 100 bp shorter in testis compared to both S2 cells and female carcass.

Additional file 10: Table S7. List of head-specific extended genes. The table provides the genes for which the weighted terminal 3′ UTR length is more than 100 bp longer in head compared to both ovary and female carcass.

Additional file 11: Table S8. List of genes with 3′ UTRs extended or shortened during embryonic development. The table provides the genes whose weighted terminal 3′ UTR length differs by at least 100 bp between early embryo (0–45′) and late embryo (18–24 h).

Additional file 12: Table S9. List of genes with weighted 3′ UTR length longer in head compared to male carcass. The genes for which the weighted 3′ UTR length is more than 100 bp in head compared to male carcass are reported. The weighted 3′ UTR length in each tissue and the difference for each comparison are reported.

Additional file 13: Table S10. List of genes whose 3′ UTRs are extended in head compared to male carcass and undergo extension during embryogenesis. The gene list refers to the 152 genes highlighted in black in Fig. 3m.

Additional file 14: GTF file of coordinates of the *D. yakuba* 3′ ends identified in this study. The attribute field lists the same information as given in Additional file 3: Table S2, including counts for all libraries. (BZ2 507 kb)

Additional file 15: GTF file of coordinates of the *D. virilis* 3′ ends identified in this study. The attribute field lists the same information as given in Additional file 3: Table S2, including counts for all libraries. (BZ2 787 kb)

Additional file 16: Table S11. Conservation of 3′ UTR lengthening in head compared to both ovary and testis in *Drosophila melanogaster/yakuba/virilis.* The gene sets shown in Fig. 4i are reported together with the gene symbol and FlyBase ID.

Additional file 17: Table S12. Conservation of 3′ UTR lengthening in head compared to both male carcass and testis in *Drosophila melanogaster/yakuba/virilis.* The gene sets shown in Fig. 4j are reported together with the gene symbol and FlyBase ID.

Additional file 18: Table S13. Table of conserved miRNA target sites. A summary of conserved TargetScanS miRNA target predictions in both canonical 3′ UTR and newly annotated 3′ UTRs in this study. See the “Methods” section for the criteria of conservation.

Additional file 19: GTF file of coordinates of deeply conserved miRNA target sites. The summary stats for this are given in Additional file 18: Table S13. (BZ2 83 kb)

Additional file 20: Table S14. Table of conserved Elav and Pumilio binding sites. A summary of conserved RBP binding sites for Elav and Pumilio in both canonical 3′ UTR and newly annotated 3′ UTRs in this study. See the “Methods” section for the criteria of conservation.

Additional file 21: GTF file of coordinates of conserved RNA binding sites for Pumilio and Elav. The summary stats for this are given in Additional file 20: Table S14. (BZ2 46 kb)

Additional file 22: Table S15. Table of genes that are three way orthologs between *D. melanogaster*, *D. yakuba*, and *D. virilis*.

How the deposited data were processed for this re-analysis (not part of the article)

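The samples were head, ovary, testis, whole flies, carcass, embryos, and cell lines of D. melanogaster, head, ovary, testis, and embryos of D. yakuba and D. virilis, and the assays were 3′-seq and total RNA-seq. All 44 libraries of the deposited count tables were used, with 1 library per condition. The authors prepared the 3′-seq libraries with 2 μg total RNA and the RNA-seq libraries from the same RNA. The authors mapped the RNA-seq reads with HISAT2 at default parameters, assigned reads of both assays to genes with featureCounts, and deposited the counts per gene. The gene models are those of the authors with their 3′ UTR extensions, on the dm6, dyak3, and dvir3 genomes. The paper's text names neither the program that mapped the 3′-seq reads nor the options used for counting, and does not say whether pairs or single reads were counted in RNA-seq. The values in the tables are whole numbers whose totals differ between libraries, which fits raw counts without normalization. Each name in the tables was matched to the sample label that carries it.

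RPM values were calculated from each table by itself, with the cpm function of edgeR after trimmed mean of M-values scaling, in edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The correlations of the assays used log2 RPM of genes with at least 1 RPM in both libraries, with no pseudocount. The intervals for these correlations come from 1000 bootstrap draws over genes, and those for shares are Wilson intervals, all at 95%. The principal components used log2 of RPM plus 1 over genes with at least 1 RPM in at least 3 libraries. Co-expressed genes are those over the paper's minimum of 5 RPM in each library named, and tissue-specific genes are over 1 RPM in a tissue and under 0.1 RPM in the others. Random lists of genes were drawn 10000 times from 50 bins of mean expression. The relation of depth to genes detected was tested with 100000 permutations of the libraries, and the smaller designs with all permutations. Ratios of the assays used a pseudocount of 0.1 RPM.

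Depth sets the precision of each library. A count of 0 allows up to 3 counts, and the level that this gives is stated for each group of libraries beside its depth. Without replicates, differences between libraries were described and not tested gene by gene, and DESeq2 and voom were not used. The steps were tested on simulated data. With TMM scaling, all 200 changed genes were recovered. The simulated libraries shared the same means for all other genes, which the tissues here do not. This simulation thus cannot show how well TMM scales unlike tissues. A correlation made with an r of 0.84 over 9000 genes was returned as 0.839. Random lists of 14 genes with no shift had a mean percentile of 43.4, below the 50 of an even spread, so that percentiles near the middle carry little weight.

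The genes named here are those that the results text of the paper names with a locus example and the genes of the marker lists. They also include the 5 genes of each sign with the highest log2 difference between the assays, with the same sign in head, ovary, and testis, among genes with at least 10 RPM in an assay. The 3 genes with the most counts are named where their share is discussed. Outside these rules, dhd, CG4440, and alphaTub67C are named for the male whole-fly library, chosen after their values were seen. The marker lists hold genes of mature neurons, photoreceptors, testis, ovary germline, follicle cells, male accessory glands, yolk, and male dosage compensation. The rules, the marker lists, and 105 alternatives were set before the data were examined. The alternatives cover the gene filter and pseudocount, scaling to the library total or to the mapped reads of Table S1, thinning of reads, the RPM minimum, and the libraries left out. A further 9 alternatives were added after the data were seen.

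Positions of genes are those of Release 6 (dm6), the genome that the paper used, and were found for 89.6% of the genes in the count table. Reads per 3′ end come from the paper's Table S2, of which a part with 1999 ends was read, and terminal 3′ UTRs from Table S3, of which a part with 1999 of them was read. Isoform lengths were therefore calculated for Hairless and car only, and 3′ UTR shortening and lengthening of other genes were not analysed here. The gene lists of Tables S5, S6, S7, S9, S10, and S11 were taken from the paper. The paper filtered them at 5 RPM in the libraries that it compared, so their shares over 5 RPM in those libraries are no independent check. The modENCODE RNA-seq data were not used here.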

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

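The tests on the male whole-fly library and on the testis library below were chosen after their levels had been seen. The depth of the 45′–90′ embryos was given its test beforehand.

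Among groups of 4 to 10 libraries of a kind, the lowest and the highest library were set against the others with Dixon's test. Of 15 groups and measures, 4 held a library apart from the rest, where chance gives about 1 in 20. The total of the female whole-fly library, with a log10 of 6.18, lies below those of the other adult libraries, and its TMM factor of 1.34 above theirs. The log10 total of the 45′–90′ embryos was 4.63, below the other embryos, and their TMM factor of 1.98 was above. The 3 genes with the most counts in female whole flies, Yp3, Yp2, and Vm34Ca, hold 3.64%, 1.49%, and 1.28% of its reads. The depth of the 45′–90′ library was tested by thinning its neighbours to 42379 reads. It detected 5277 genes, 0–45′ embryos 5351, and 90′–6 h embryos 4743, a ratio of up to 1.11. The limit written for this test was exceeded for one neighbour and met for the other, and how to read this was settled after the values were seen. At full depth, 0–45′ embryos detected 8360 genes and 90′–6 h embryos 6895, so that thinning brought them to numbers on both sides of 5277. Low depth can thus give a number of genes this low. Whether the stages also differ cannot be told, because only 1 library was made per window. For female whole flies, depth was not tested, and the mix of tissues in a whole fly stays open, as untested.

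The germline genes osk, bcd, grk, nos, orb, and vas had a median of 64.1 RPM in the male whole-fly library, which the paper does not compare for these genes. The level is above the medians of male carcass (1.17 RPM), testis (2.86 RPM), and head (0.320 RPM). The medians were 178.99 RPM in 0–45′ embryos and 269.7 RPM in ovary. Expression in male tissues would need such a level in a part of the fly. Of 7 genes of early embryos chosen without these libraries, as lacking in female carcass and the cell lines, 1 reached the male whole-fly level in male carcass, testis, or head, and the median of the highest of these was 0.512% of that level. For the germline genes it was 0.507% for osk, 1.66% for bcd, 16.0% for nos, 29.2% for vas, 162% for grk, and 381% for orb. For grk and orb, male tissues and another source cannot be told apart, because male carcass or testis exceeds the whole-fly level. The head library is of females, so that expression in male heads was not tested. Ovary tissue would bring genes that early embryos lack, and 31 such genes had a median of 0.00428% of their ovary level. The yolk genes Yp1, Yp2, and Yp3 had a median of 2.76 RPM in the library, against 11138 RPM in female whole flies. For 6 genes of early embryos, with at least 100 RPM at 0–45′, less than 1% of that level in male carcass, testis, and head, and under 1 RPM in ovary, the male whole-fly level had a median of 65.8% of that in 45′–90′ embryos. Another 20 such genes, with at least 10 RPM in ovary, had a median of 70.1%. Against 0–45′ embryos, the deeper library, the medians were 60.9% for the former and 25.2% for the latter, which differ by more. The medians against 45′–90′ embryos rest on the TMM factor of 1.98 of that library, with 0.832 for male whole flies. Scaled to the library total alone, they would be lower. The lowest level of these genes in 45′–90′ embryos was 11.9 RPM, or 1 read, under the floor of 35.8 RPM. Across 188 embryo genes that male carcass, testis, and head lack, Pearson's r of the male whole-fly library was 0.906 with 45′–90′ embryos, 0.866 with 0–45′, 0.814 with 90′–6 h, and 0.330 with 6–12 h. It was 0.819 with female whole flies and 0.689 with ovary. Of the 20 genes shared with ovary, 17 were higher in male whole flies than in 90′–6 h embryos, among them dhd with 106 RPM and osk with 39.9 RPM at 90′–6 h, which argues against that window as the only source. The 6 genes under 1 RPM in ovary ranged from 357 to 4856 RPM at 90′–6 h, each above its level in both earlier windows. In male whole flies these 6 ranged from 49.9 to 386 RPM. A part from the 90′–6 h window thus stays open. The 26 early embryo genes take 43849 reads, or 0.437% of the library, against 1.52% in 45′–90′ embryos and 2.23% in 0–45′ embryos. The most abundant, dhd, has 2115 RPM, followed by CG4440 with 386 RPM, osk with 334 RPM, and alphaTub67C with 295 RPM. These genes and their thresholds were chosen after the values were seen. RNA or reads of early embryos may thus be present in the male whole-fly library, a hypothesis found and tested on the same data. Embryos among the flies, RNA carried over, and reads assigned to the wrong library stay open, and were not told apart by a test. No biological explanation beyond male tissues was tested. In testis, 5 of the 6 germline genes are over 1 RPM, with orb at 294 RPM, and in male carcass grk has 32.6 RPM. Leaving out this library left the first principal component at 26.8% of the variance.

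In the 3′-seq library of testis, the accessory gland genes Acp26Aa, Acp36DE, Acp53Ea, Acp62F, Acp95EF, and Acp29AB had a median of 143 RPM and a highest level of 2367 RPM. The medians were 384 RPM in male carcass, 1127 RPM in male whole flies, 0 RPM in female carcass, 0.160 RPM in head, and 0.0440 RPM in ovary. Reads from another 3′-seq library would be absent from RNA-seq, but the median was 62.5 RPM in RNA-seq of testis, against 0.0127 RPM in head and 0.00667 RPM in ovary. Accessory gland tissue would bring other genes of that gland. For 56 other genes with at least 100 RPM in male carcass and less than 1% of that level in female carcass and head, the testis level had a median of 20.1% of that in male carcass, and for the markers the median was 40.0%. The quartiles of the 56 genes were 1.02% and 29.7%, so that a part of them was far below the markers. Accessory gland tissue in the dissected testis may be the source, which remains a hypothesis. Expression of these genes in testis cells stays open, as untested, and both assays used the same RNA.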

How the results depend on the processing

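The alternatives without genes that overlap others on the same strand, those without the male whole-fly library or VAChT, female carcass for Table S7, and the scaling of named genes to the library total were chosen after the data were seen. All 105 alternatives set in advance and the 9 added ones were run. Apart from the scaling of named genes, given at the end, these make 113 alternatives over 26 results. Of these, 74 left the result within its limits, 37 moved it, and 2 gave a higher p-value. The limits were the interval of a correlation or share, 1.5 times a count, the same p-value threshold, or the same number of cell lines below male carcass. None of the 113 reversed a direction, but counts, shares, and squared correlations have no direction to reverse. The cause was not tested for any of the changes below.

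The squared correlations of the assays were 0.708 in head, 0.684 in ovary, 0.727 in testis, and 0.649 as the median of D. yakuba and D. virilis. In this order, a minimum of 5 RPM in both gave 0.656, 0.603, 0.672, and 0.599. With 1 RPM in either and a pseudocount of 1 they were 0.729, 0.744, 0.741, and 0.673. A pseudocount of 0.1 gave 0.689 in head, 0.701 in testis, and 0.612 in D. yakuba and D. virilis. All genes with a pseudocount of 1 gave 0.874, 0.902, 0.848, and 0.811. Without the 1% most abundant genes they were 0.687, 0.651, 0.705, and 0.619. The library total gave 0.714 in testis, and genes that overlap no other on the same strand 0.699 in ovary and 0.740 in testis.

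Between ovary and 0–45′ embryos, the squared correlation was 0.781. It was 0.806 for 5 RPM in both, 0.697 and 0.539 for 1 RPM in either with pseudocounts of 1 and 0.1, and 0.854 for all genes. The fall of the similarity over embryo windows, with a rho of −0.943 (p = 0.0167), had a rho of −0.90 (p = 0.0833) both without the 45′–90′ library and with the others thinned to 2426014 reads.

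Under 0.5 RPM in the other tissues, 468 genes were specific to head in place of 179, 69 to ovary in place of 20, and 1559 to testis in place of 774. Scaling to mapped reads gave 32 for ovary, of which 15 were shared, and RNA-seq gave 1259 for testis, of which 612 were shared. RNA-seq gave 190 for head, of which 77 were shared, and 21 for ovary, of which 8 were shared. These numbers are within the limit on counts, but many of the genes differ. The first principal component held 21.1% of the variance with unit variance, 25.3% with the library total, 27.9% without the 45′–90′ library, and 28.7% with 3′-seq alone, in place of 27.1%. Counting neuronal genes over 1 RPM gave a median of 12 per cell line and is on another scale than the median percentile of 5.21. Raw reads in place of mapped reads moved the median counted share from 71.5% to 27.1%. Scaling to the library total moved 139 of 210 levels of 70 named genes beyond counting error.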

Differences from the paper's values

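For the lowest of the correlations of 3′-seq and RNA-seq, Pearson's r was 0.827 against the paper's 0.81. The paper's text gives its range as squared values, while the legend of Fig. 1a names Pearson's coefficient, and the values here are given as r. On the squared scale, the lowest value here was 0.684 and the highest 0.727. Of the alternatives set before the data were examined, leaving out the 1% most abundant genes gave 0.807, which is within the paper's value. It moved the highest r, 0.853 against the paper's 0.85 before, to 0.8398, which is outside the paper's value. The other alternatives did not reach the paper's lowest value. They gave 0.921 for all genes with a pseudocount of 1, 0.830 and 0.854 for 1 RPM in either with pseudocounts of 0.1 and 1, 0.777 for 5 RPM in both, 0.823 with thinned libraries, and 0.825 with the library total. On the squared scale, all genes with a pseudocount of 1 gave 0.848 in testis, which reaches the paper's highest value of 0.85, and 0.902 in ovary. For ovary and 0–45′ embryos, Spearman's rho was 0.897 against the paper's 0.89. The paper's text gives that value as squared, while the legend of Fig. 3c names rho. The squared Pearson's r here was 0.781, below 0.89.

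The part of Table S2 read here lists 1999 3′ ends of D. melanogaster, against the paper's 62032 for the whole table. No alternative was set for this number.

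Genes with a read made up 92.7% (95% Wilson interval, 92.3–93.1) against the paper's 97%, and genes at 1 RPM in a library 91.6% (91.1–92.0) against the paper's 83%. Both intervals exclude the paper's values, but the bases differ. The paper's shares are of all annotated genes, and those here are of the 13458 genes in the count table. Of the alternatives set before the data were examined, those for genes with a read gave 92.3% and 92.4%, and those for 1 RPM gave 91.0 to 91.6%, none of which reached the paper's values. Without genes inside another gene on the same strand, an alternative chosen after the values were seen, the shares were 97.7% and 96.5%, of which the former comes nearest to the paper's 97%. Of the genes in Table S9, 270 were over 5 RPM in both embryo windows against the paper's 218, and the alternatives gave 249 to 280.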

Other observations

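The tests on genes with no read were chosen after the result was seen. The tests on BG3 cells and on the histone genes under 1 RPM were too. The other tests in this part were written down before the values they measure were seen. How the tests on histone genes and genes far apart between the assays were read was settled after their values were seen. All patterns below were found and tested on the same libraries, and the paper does not report them.

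It was tested whether genes of the histone clusters are low in 3′-seq, as transcripts without poly(A) tails would be. Of 107 cluster genes, 79 had no read in either assay, and the 12 with at least 1 RPM had a median log2 ratio of 3′-seq to RNA-seq of 3.54 in head, 3.84 in ovary, and 0.91 in testis. Their lowest percentile among matched random lists was 91.6, while 1 cluster gene was at least 8-fold lower in 3′-seq in all 3 tissues. Genes of the same exonic length had a median ratio of 0.83 and were not counted less in 3′-seq. The 5 replacement histone genes had ratios of 2.75, 2.21, and 2.03 in the same order. As counted, these 12 genes thus do not show the low level in 3′-seq that a lack of poly(A) tails would give. The other 95 cluster genes were under 1 RPM in RNA-seq of total RNA as well, which a lack of poly(A) tails alone would not give. Whether a lack of tails also lowers them in 3′-seq cannot be told, because both assays have under 1 RPM. Reads shared between the copies, which would distort either assay, were not tested and stay open. Polyadenylated histone transcripts in these tissues stay open as well.

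The log2 ratio of RNA-seq to 3′-seq rose with exonic length, with a Spearman's rho of 0.430 in head, 0.392 in ovary, and 0.465 in testis. From the shortest to the longest 25% of genes, the median ratio went from −1.08 to 0.35 in head, from −0.99 to 0.27 in ovary, and from −1.22 to 0.37 in testis. Gene length may thus account for part of the spread between the assays, since RNA-seq reads cover whole transcripts. Lengths were found for 86.9 to 88.6% of the genes, and a biological difference between long and short genes was not tested.

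In D. yakuba, the squared correlation of the assays was 0.649 in head, 0.649 in ovary, and 0.681 in testis. In D. virilis it was 0.630, 0.605, and 0.719 in the same order.

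The testis markers had a median of 4875 RPM in testis, 199 RPM in male whole flies, and 1.33 RPM in male carcass. For 1006 other genes with at least 100 RPM in testis and less than 1% of that level in head and ovary, the male carcass level had a median of 0.0379% of that in testis, near the 0.0347% of the markers, and in female carcass the median was 0. A trace of testis in the male carcass library may be the source, by dissection or by exchange of reads. For ovary, 46 other genes chosen by the same limits had a median of 0% of their ovary level in female carcass and 0.0147% in male carcass, which argues against ovary tissue. The germline markers stood at 2.60% and the follicle markers at 0.0704%, and expression of germline markers in carcass stays open, as untested.

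Photoreceptor genes had a median of 1556 RPM in head and 177 RPM in male whole flies. Follicle cell genes had 10708 RPM in ovary and 5440 RPM in female whole flies. The yolk genes had 64265 RPM in female carcass, 25847 RPM in head, and 4186 RPM in ovary. Neuronal genes had 104 RPM in 12–18 h embryos, 117 RPM at 18–24 h, and 1.72 RPM in female whole flies. Snap25 alone had 19066 RPM in OSS cells, or 2.38% of their reads. The genes of male dosage compensation, roX1 and roX2, have 0 entries in the count table, and Mst35Ba and Mst35Bb of the testis list have none either. No explanation was tested for these levels.

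With 22 libraries thinned to 400000 reads each, the number of genes detected still rose with the original depth, with Pearson's r of 0.493 (permutation p = 0.0197) against 0.792 before. Spearman's rho was 0.481 (permutation p = 0.0241), and r was 0.529 (permutation p = 0.0151) without the libraries farthest from the median depth. Within adult libraries r was 0.406 (permutation p = 0.371) and within cell lines 0.532 (permutation p = 0.113). Depth was thus not the whole cause of the relation. The numbers ranged from 6487 genes in 90′–6 h embryos to 10391 in male whole flies, and differences between the tissues stay open.

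The neuronal genes had a median of 30.9 RPM in BG3 cells and 14.9 RPM over the other cell lines, 1.05 apart on the log2 scale. Each of the 9 other lines was thinned 100 times to the depth of BG3 cells. The largest rise of a line was 0.82 on the log2 scale, and 0 of 900 thinned lines rose as far as BG3 cells lie above the median, which argues against depth as the cause of the gap. At full depth D4 cells had 30.3 RPM and D20 cells 28.7 RPM. The test written beforehand predicted that BG3 cells stay apart from the other lines after a first thinning to their depth. The thinned lines ranged from 3.89 to 32.5 RPM, which includes BG3 cells, so that this test did not decide. BG3 cells thus do not stand apart from all other lines. A difference between the lines stays open, as untested with 1 library per line.

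Of 651 genes whose span lies inside another gene on the same strand, 648 had no read in any 3′-seq library, or 99.5% (95% Wilson interval, 98.7–99.8). Genes inside a gene on the other strand lacked reads in 1.40% of cases (11 of 784), and genes inside no other gene in 2.34% (249 of 10625), which argues against silence in these samples as the cause of the former. Reads shared with the outer gene may have been left uncounted, in RNA-seq as well, where 99.5% of the 651 genes had no read. Among genes not inside another on the same strand, 11149 of 11409 were detected in 3′-seq, or 97.7%.

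Of 5083 genes with at least 10 RPM in an assay in each tissue, 4202 had a ratio of the assays with the same sign in head, ovary, and testis. At least 8-fold lower in 3′-seq were 39 genes and at least 8-fold higher 44. The farthest were eIF-4B, U4-U6-60K, dare, CG6443, and CG32164 among the lower, and His2B:CG33910, GSS, CG44243, CG33502, and Prosalpha1 among the higher. The log2 ratio of eIF-4B was −8.92 in head, −9.16 in ovary, and −7.76 in testis. His2B:CG33910 had no RNA-seq read, and its ratios of 8.33, 12.96, and 9.39 rest on the pseudocount. Among the lower genes with a position, 9 of 28 had their 3′ end inside a gene on the same strand, or 32.1%, against 0.668% of other genes. This share passes the limit written for the test, but it leaves the rest of the 28 genes without this explanation. Only 28 of the 39 genes have a position. For the genes that carry the feature and those without a position, a 3′ end inside another gene and other explanations cannot be told apart. Of the higher genes, 2 of 36 had most of their span inside a gene on the same strand, or 5.56%, against 0.438%. That share also passes the written limit, but it leaves the other genes without this explanation. No biological explanation was tested for these genes.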
